# Transcriptome profiles in peripheral white blood cells at the time of artificial insemination discriminate beef heifers with different fertility potential

**DOI:** 10.1186/s12864-018-4505-4

**Published:** 2018-02-09

**Authors:** Sarah E. Dickinson, Brock A. Griffin, Michelle F. Elmore, Lisa Kriese-Anderson, Joshua B. Elmore, Paul W. Dyce, Soren P. Rodning, Fernando H. Biase

**Keywords:** Biomarkers, Infertility, Pregnancy

## Abstract

**Background:**

Infertility is a longstanding limitation in livestock production with important economic impact for the cattle industry. Female reproductive traits are polygenic and lowly heritable in nature, thus selection for fertility is challenging. Beef cattle operations leverage estrous synchronization in combination with artificial insemination (AI) to breed heifers and benefit from an early and uniform calving season. A couple of weeks following AI, heifers are exposed to bulls for an opportunity to become pregnant by natural breeding (NB), but they may also not become pregnant during this time period. Focusing on beef heifers, in their first breeding season, we hypothesized that: a- at the time of AI, the transcriptome of peripheral white blood cells (PWBC) differs between heifers that become pregnant to AI and heifers that become pregnant late in the breeding season by NB or do not become pregnant during the breeding season; and b- the ratio of transcript abundance between genes in PWBC classifies heifers according to pregnancy by AI, NB, or failure to become pregnant.

**Results:**

We generated RNA-sequencing data from 23 heifers from two locations (A: six AI-pregnant and five NB-pregnant; and B: six AI-pregnant and six non-pregnant). After filtering out lowly expressed genes, we quantified transcript abundance for 12,538 genes. The comparison of gene expression levels between AI-pregnant and NB-pregnant heifers yielded 18 differentially expressed genes (DEGs) (*ADAM20*, *ALDH5A1*, *ANG*, *BOLA-DQB*, *DMBT1*, *FCER1A*, *GSTM3*, *KIR3DL1*, LOC107131247, LOC618633, *LYZ*, *MNS1*, *P2RY12*, *PPP1R1B*, *SIGLEC14*, *TPPP*, *TTLL1*, *UGT8*, eFDR≤0.02). The comparison of gene expression levels between AI-pregnant and non-pregnant heifers yielded six DEGs (*ALAS2*, *CNKSR3*, *LOC522763*, *SAXO2*, *TAC3*, *TFF2*, eFDR≤0.05). We calculated the ratio of expression levels between all gene pairs and assessed their potential to classify samples according to experimental groups. Considering all samples, relative expression from two gene pairs correctly classified 10 out of 12 AI-pregnant heifers (*P* = 0.0028) separately from the other 11 heifers (NB-pregnant, or non-pregnant).

**Conclusion:**

The transcriptome profile in PWBC, at the time of AI, is associated with the fertility potential of beef heifers. Transcript levels of specific genes may be further explored as potential classifiers, and thus selection tools, of heifer fertility.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4505-4) contains supplementary material, which is available to authorized users.

## Background

Female infertility remains a limiting factor in cattle production systems. In beef heifers, pregnancy rates vary from 53% to 95% [1–10] under natural breeding (NB), and are reduced to the range of 48–69% [1, 4, 7, 9, 11, 12] if artificial insemination (AI) is the only breeding strategy utilized. Best management practices in heifer development have been used to increase the probability of reproductive success in a heifer’s first breeding season [13]. For instance, heifers that reach 60% of their mature body weight [10], have a body conformation compatible with a healthy and well-nourished animal [3, 14], present reproductive structures indicative of cyclic animals [9, 15, 16], and are bred on their third estrus versus earlier cycles [8] may have a greater chance of becoming pregnant early in the breeding season [13]. Yet, under appropriate management, many of the heifers that are deemed reproductively mature according to morphological assessment and age criteria do not become pregnant. Unexplained infertility of otherwise healthy females impacts the cattle industry negatively and is a condition of significant importance in other livestock and humans [17].

In addition to the economic losses from infertile animals, heifers that conceive late in their first breeding season to NB are likely to cause losses to beef cattle operations. Following an unsuccessful AI, heifers that become pregnant to NB and calve after the first 21 days into their first calving season remain productive in the herd for a shorter period of time and wean less total pounds of calf than their early calving counterparts [18]. Therefore, improving the selection for heifers that become pregnant by AI at the beginning of the breeding season will reduce economic losses in beef cattle operations.

Genetic selection has been used extensively to improve production and reproductive traits in beef cattle operations. In heifers, fertility is assessed by first service conception and pregnancy rate. Nonetheless, low heritability estimates for pregnancy rate (0.07–0.13 [1, 4, 19]) and first service conception (0.02–0.18 [1, 4, 19, 20]) make it challenging to leverage statistical models to guide the decision making process for sire selection to improve female fertility in cattle. As a consequence, selection for fertility in beef heifers using traditional approaches has not achieved significant progress over generations.

Strategies leveraging molecular genetics biotechnology have added new perspective to understanding the genetic architecture of fertility. To that end, genomic polymorphisms [20–24], differential gene transcription in the hypothalamus [20], endometrium [25–29], and metabolites from follicular fluids [30] have been associated with fertility in heifers or cows. In women, investigation of circulating prognostic biomarkers have yielded promising candidates that are predictive of infertility [31], in vitro fertilization [32], or pregnancy outcomes [32, 33]. These studies, and the physiological connection between reproduction and the immune system [34], support the rationale that peripheral white blood cells (PWBC) harbor invaluable molecular information predictive of the physiological state of beef heifers pertaining to their likelihood of pregnancy establishment.

The molecular profile of circulating miRNAs [35] in the bloodstream and gene expression of PWBC [36] change during the early stages of pregnancy. Nonetheless, the molecular profiles of gene or protein expression in PWBC prior to fertilization have not been investigated as biomarkers for fertility in cattle. In this study, we tested the hypotheses that at the time of AI in beef heifers on their first breeding season: a- the transcriptome of PWBC differs between heifers that become pregnant to AI and heifers that become pregnant late in the breeding season by NB or do not become pregnant during the breeding season; and b- the ratio of transcript abundance between genes in PWBC classifies heifers according to pregnancy by AI, NB, or failure to become pregnant.

## Results

### Experiment overview

The experimental scheme of this study is outlined in Fig. 1a. Sixty pubertal, crossbred heifers (Angus x Simmental) were subjected to estrous synchronization followed by fixed-time AI with semen of proven fertility at two Auburn University Alabama Agricultural Experiment Stations. The heifers were then exposed to bulls for natural breeding and checked for pregnancy by rectal palpation. Figure 1b depicts the timeline of the experiment from breeding soundness to heifer classification. Heifers were identified as pregnant or not pregnant, and conceptus morphology was used to identify when conception occurred over the breeding season, for the classification of three groups (AI-pregnant, NB-pregnant, non-pregnant, Fig. 1a). We selected heifers from two experimental stations for transcriptome analyses. From station A, we carried out the experiment with AI-pregnant (*N* = 6) and NB-pregnant (*N* = 5) heifers. From station B, we conducted the experiment with AI-pregnant (*N* = 6) and non-pregnant (*N* = 6). Heifers presented similar averages for age, weaning weight, pelvic metrics, body condition score, and reproductive tract score within stations (*P* > 0.1, Additional file 1: Table S1).

**Fig. 1:**
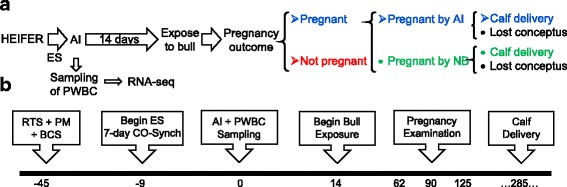
Overview of the experimental design and heifer classification. **a** General scheme used for the classification of heifers. **b** Depiction of the timeline adopted from breeding soundness evaluation to final heifer classification. See text for details. ES: estrous synchronization; AI: artificial insemination; RTS: reproductive tract scores; PM: pelvic measurements; BCS: body condition score

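Peripheral white blood cells (PWBC) of 23 heifers were sequenced, with 1 library per heifer and blood drawn at artificial insemination (AI). Station A gave 6 heifers that became pregnant to AI (AI-pregnant) and 5 that became pregnant later to natural breeding (NB-pregnant). Station B gave 6 AI-pregnant heifers and 6 that were not pregnant at the end of the breeding season (non-pregnant). The authors supplied unnormalized numbers of read pairs per gene, and their FPKM, the counts scaled for gene length and library total, for the retained genes. Both stations were fitted apart, as in the paper. A gene was called differentially expressed by the rule of the paper, an unadjusted P of 0.01 or less in both the edgeR likelihood ratio test and the DESeq2 Wald test, with AI-pregnant heifers as the reference. The same comparison was also tested with edgeR's quasi-likelihood test, with TMM normalization factors and Benjamini-Hochberg adjustment over all genes tested.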

For each heifer, we collected peripheral blood at the time of AI, and assayed high throughput sequencing from PWBC. We generated over 557.2 million pairs of reads, averaging 20.9 million pairs of reads uniquely aligned to the bovine genome UMD3.1 [37] per sample (Additional file 1: Table S2).

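The pairs counted on genes were fewer, with a median of 8466736 per library. They ranged from 4826003 to 20053283 in station A and from 5577129 to 20434401 in station B. In station A the median was 10646414.5 pairs in the 6 AI-pregnant and 5485799 in the 5 NB-pregnant heifers. In station B it was 8477043 in the AI-pregnant and 8127551 in the non-pregnant heifers, 6 of each. Between 27.6% and 56.6% of the uniquely aligned pairs were counted on a gene, with a mean of 43.8% ± 8.66 (SD, n = 23 heifers).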

### Gene expression levels in PWBC associated with pregnancy outcome

We counted pairs of reads [38] according to the bovine Ensembl annotation [39] to estimate transcript abundance of expressed genes. In order to remove quantification uncertainty associated to lowly expressed genes and erroneous identification of differentially expressed genes [40, 41], we retained genes with more than one count per million (1 CPM) in six or more samples for downstream analyses, for each location independently. We quantified expression levels of 12,538 genes in all samples. Of these genes, 10,422 were expressed in PWBC of heifers located at both experimental stations. Furthermore, 1706 and 410 genes were exclusively expressed in PWBC of heifers located at experimental stations A or B, respectively (Fig. 2a). 

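Station A retained 12128 genes and station B 10832 genes. With a minimum of 0.5 CPM in place of 1 CPM, the total over both stations was 13401 genes, and with more than 1 CPM in every heifer of the station it was 11067.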

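Of the 1706 genes retained in station A only, 1669 had more than 1 CPM in at least 1 heifer of station B, and none was without a count there. In station B, 1063 of these genes exceeded 1 CPM in exactly 3 heifers. The heifers with the most of them were the non-pregnant heifers SL253804, with 1455 genes above 1 CPM, and SL253811, with 1602, and the AI-pregnant heifer SL253808, with 1512. The other 9 heifers of station B had from 17 to 147 of these genes above 1 CPM, and the 11 heifers of station A from 1301 to 1624. Of the 410 genes retained in station B only, 344 exceeded 1 CPM in at least 1 heifer of station A.

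**Figure D1:**
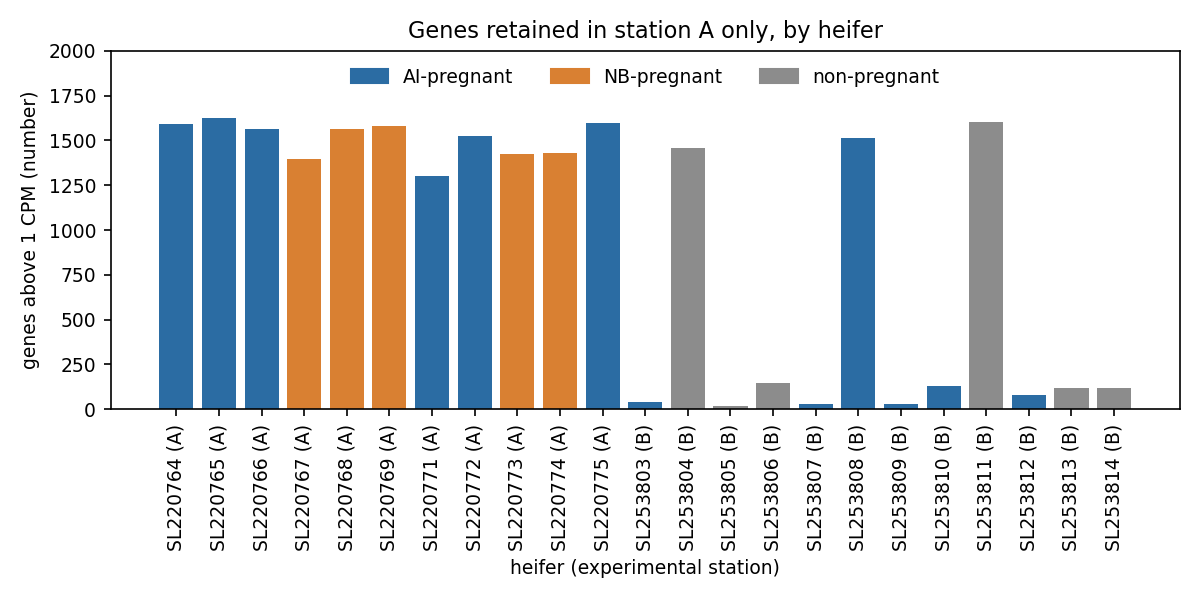
Number of the 1706 genes retained in station A only that had more than 1 CPM in each heifer, with bars coloured by pregnancy outcome and the station in brackets. SL253804, SL253808 and SL253811 of station B have 1455, 1512 and 1602 genes, and the other 9 heifers of station B at most 147.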

In order to strengthen the inferences of differentially expressed genes (DEG) between heifers of differential pregnancy classification, we analyzed the data from each station independently, and we adopted two algorithms implemented in the Bioconductor [42] packages edgeR [43] and DESeq2 [44]. The fold changes estimated by both algorithms were very similar (r > 0.99, *p* < 0.0001) and we used the output from edgeR package to report the fold changes of differential gene expression.

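Across the 12128 genes of station A, Pearson's r between the log2 fold changes of edgeR without normalization factors and DESeq2 was 0.9902, and across the 10832 genes of station B it was 0.9996. These are correlations across genes, which are not independent replicates. With TMM factors in the edgeR fit, r was 0.9997 in station A and 0.9999 in station B. In station A the fit without factors shifted the median log2 fold change of all genes by -0.13 relative to the fit with TMM factors.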

**Fig. 2:**
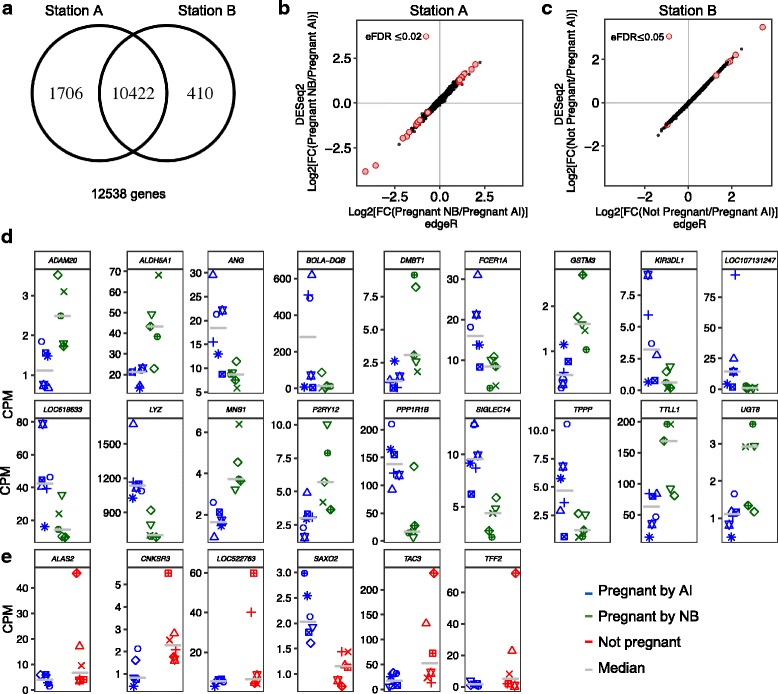
Gene expression levels associated with pregnancy outcome. **a** Number of genes with expression estimated in PWBCs. **b**, **c** Fold change profiles obtained by two Bioconductor packages highlighting the genes inferred as differentially expressed between the two experimental groups. **d**, **e** Expression levels (counts per million, CPM) for the DEGs obtained in experimental station A (**d**) and B (**e**). Within location, the shapes represent the same animals across gene charts

The comparison of gene expression profiles in PWBC between AI-pregnant and NB-pregnant heifers resulted in 18 DEGs (Fig. 2b, eFDR≤0.02, Additional file 1: Figure S1), of which *DMBT1*, *ADAM20*, *ALDH5A1*, *GSTM3*, *MNS1*, *P2RY12*, *TTLL1*, *UGT8* showed greater and *ANG*, *BOLA*-*DQB*, *FCER1A*, *KIR3DL1*, LOC107131247, LOC618633, *LYZ*, *PPP1R1B*, *SIGLEC14*, *TPPP* displayed lower expression levels in NB-pregnant compared to AI-pregnant heifers (Table 1, Fig. 2d). 

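Applied to the counts, the rule of the paper called the same number, 18 of 12128 genes, 8 higher and 10 lower in NB-pregnant heifers. Uniform P values would put 121.28 of 12128 genes per test at 0.01 or less, but over 99 other splits of these heifers the median was 21 genes in the likelihood ratio test and 38 in DESeq2, where the pregnancy outcome gave 22 and 37. No gene had an adjusted p under 0.05 in the quasi-likelihood test (smallest adjusted p 0.999 from edgeR), while 101 genes had an unadjusted p under 0.05. Adjusted over the list alone, 18 of the 18 genes passed, which is not independent evidence because the list was chosen on these heifers. The first principal component of log2 CPM, which took 75.7% of the variance in station A, moved the number most: with it as a covariate the rule called 124 genes, of which 16 were among the 18. With TMM factors in the edgeR fit the rule called 26 genes, 15 of them higher and 11 lower, and 16 were shared. With each heifer left out in turn, 11 to 41 genes were called, and the sign of all 18 genes stayed the same. The lowest number came without the NB-pregnant heifer SL220774 and the highest without the NB-pregnant heifer SL220769. Of the 18 genes, 7 were called in every such fit in which they were tested. An exact permutation test (two-sided) of the CPM on a log2 scale gave p under 0.05 for 15 of the 18 genes, and for the same number after Benjamini-Hochberg adjustment over the 18.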

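The largest change was that of LOC107131247 (ENSBTAG00000047764), with a log2 fold change of -4.15 (standard error 0.93, adjusted p 0.999 from edgeR's quasi-likelihood test). Its CPM was 25.5 ± 34.1 (SD, n = 6) in AI-pregnant and 1.44 ± 0.761 (SD, n = 5) in NB-pregnant heifers, and the AI-pregnant heifer SL220766 alone had 93.0 CPM. Without SL220766 its log2 fold change was -3.07. BOLA-DQB (ENSBTAG00000021077) had a log2 fold change of -3.57 (standard error 1.26), with 4.08 to 619 CPM among AI-pregnant heifers and 2.35 to 87.5 among NB-pregnant heifers. The groups did not differ in an exact permutation test of its CPM on a log2 scale (two-sided, p = 0.106). Its likelihood ratio P with the first principal component as a covariate was 0.0504. LYZ (ENSBTAG00000026779) showed the smallest change, -0.67 (standard error 0.21), although the lowest AI-pregnant heifer, at 1028 CPM, stood above the highest NB-pregnant heifer, at 920 CPM. SIGLEC14 (ENSBTAG00000035868) had 9.96 ± 2.58 CPM (SD, n = 6) in AI-pregnant and 3.97 ± 1.56 CPM (SD, n = 5) in NB-pregnant heifers, and its groups did not overlap either. The paper reports these genes as differentially expressed on the ground that both algorithms placed them at its nominal P.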

Despite the low number of DEGs, we identified significant enrichment (FDR≤0.002) for the GO biological process “metabolic process” (*ALDH5A1*, *GSTM3, LYZ, UGT8*).

**Table 1:** Differentially expressed genes associated with pregnancy originated from artificial insemination or natural breeding

Ensembl ID	Symbol	Description	LogFC(pregnant NB/pregnant AI)^b^
ENSBTAG00000022715	*DMBT1* ^a^	Deleted in Malignant Brain Tumors 1	1.98
ENSBTAG00000001842	*GSTM3*	glutathione S-transferase Mu 3	1.76
ENSBTAG00000012030	*TTLL1*	tubulin tyrosine ligase like 1	1.36
ENSBTAG00000000271	*MNS1*	meiosis specific nuclear structural 1	1.28
ENSBTAG00000021902	*ALDH5A1*	aldehyde dehydrogenase 5 family member A1	1.20
ENSBTAG00000004574	*UGT8*	UDP glycosyltransferase 8	1.13
ENSBTAG00000038377	*ADAM20*	ADAM metallopeptidase domain 20	1.11
ENSBTAG00000015837	*P2RY12*	purinergic receptor P2Y12	1.08
ENSBTAG00000026779	*LYZ*	Lysozyme C, non-stomach isozyme	−0.67
ENSBTAG00000045492	*ANG* ^a^	angiogenin, ribonuclease, RNase A family, 5	−1.11
ENSBTAG00000040580	LOC618633^a^	myeloid-associated differentiation marker-like	−1.22
ENSBTAG00000012887	*FCER1A*	Fc fragment of IgE receptor Ia	−1.28
ENSBTAG00000035868	*SIGLEC14* ^a^	Sialic Acid Binding Ig Like Lectin 14	−1.31
ENSBTAG00000047116	*TPPP*	tubulin polymerization promoting protein	−1.70
ENSBTAG00000006035	*PPP1R1B*	protein phosphatase 1 regulatory inhibitor subunit 1B	−1.84
ENSBTAG00000047971	*KIR3DL1*	killer cell immunoglobulin-like receptor, three domains, long cytoplasmic tail, 1 precursor	−2.05
ENSBTAG00000021077	*BOLA-DQB* ^a^	major histocompatibility complex, class II, DQ beta	−3.57
ENSBTAG00000047764	LOC107131247	multidrug resistance-associated protein 4-like	−4.15

^a^Genes annotated manually according to either Keeg pathways, Uniprot or NCBI Entrez databases

^b^LogFC: log fold change output by edgeR package

The comparison of gene expression profiles in PWBC between AI-pregnant and non-pregnant heifers resulted in six DEGs (eFDR≤0.05, Fig. 2c, Additional file 1: Figure S1). 

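The counts gave the same number by the rule of the paper, 6 of 10832 genes. Uniform P values would put 108.32 genes per test at 0.01 or less, but over 99 other splits of the heifers of station B the median was 11 genes in the likelihood ratio test and 24 in DESeq2, where the pregnancy outcome gave 6 and 16. The quasi-likelihood test gave no gene with an adjusted p under 0.05 (smallest adjusted p 0.874 from edgeR), and 48 genes with an unadjusted p under 0.05. All 6 genes passed when adjusted over the list alone, a list chosen on the same heifers. The number depended most on the AI-pregnant heifer SL253808: without SL253808 the rule called 1324 genes, 1322 of them higher in non-pregnant heifers, and 3 of the 6 genes were among them. The other 11 fits that each left out 1 heifer called 2 to 16 genes. None of the 6 genes was called in all 12 fits, but each kept its sign in all of them. With the first principal component as a covariate, which took 85.0% of the variance in station B, 28 genes were called, and 1 of them was among the 6.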

The genes *ALAS2*, *CNKSR3*, LOC522763, *TAC3*, *TFF2* presented greater transcript abundance in non-pregnant heifers, whereas transcripts for *SAXO2* were less abundant in PWBC of non-pregnant heifers compared to heifers that became pregnant to AI (Table 2, Fig. 2e). 

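SAXO2 (ENSBTAG00000003414) was the only gene of Table 2 whose groups did not overlap. It had 2.17 ± 0.509 CPM in AI-pregnant and 1.13 ± 0.280 CPM in non-pregnant heifers (SD, n = 6 each), a log2 fold change of -0.98 (standard error 0.37, adjusted p 0.874 from edgeR's quasi-likelihood test). The exact permutation test gave p = 0.00216, the smallest p that 6 heifers against 6 allow in a test of both sides, and 0.0130 after adjustment over the 6 genes. By the same test 3 of the 6 genes had p under 0.05, and 2 after adjustment.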

No significant GO term was identified when these six DEGs where tested for enrichment of biological processes or molecular functions.

**Table 2:** Differentially expressed genes associated with pregnancy outcome in beef heifers

Ensembl ID	Gene symbol	Description	LogFC(not pregnant/pregnant AI)^b^
ENSBTAG00000030814	*TFF2*	trefoil factor 2	3.42
ENSBTAG00000021807	*TAC3*	tachykinin 3	2.17
ENSBTAG00000001308	LOC522763^a^		1.92
ENSBTAG00000013178	*ALAS2*	5′-aminolevulinate synthase 2	1.82
ENSBTAG00000012674	*CNKSR3*	CNKSR family member 3	1.28
ENSBTAG00000003414	*SAXO2*	stabilizer of axonemal microtubules 2	−0.98

^a^Genes annotated manually according to NCBI Entrez databases

^b^LogFC: log fold change output by edgeR package

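Of 6 genes measured by qPCR, ALDH5A1 (ENSBTAG00000021902), FCER1A (ENSBTAG00000012887), SIGLEC14 and TTLL1 (ENSBTAG00000012030) come from station A, and TAC3 (ENSBTAG00000021807) and LOC522763 (ENSBTAG00000001308) from station B. Their log2 fold changes in the edgeR fit of the counts were 1.20 (ALDH5A1), -1.28 (FCER1A), -1.31 (SIGLEC14), 1.36 (TTLL1), 2.17 (TAC3) and 1.92 (LOC522763). Their standard errors were 0.32, 0.45, 0.36, 0.44, 0.73 and 0.73 in the same order, with 11 heifers in station A and 12 in station B.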

We selected the genes *ALDH5A1*, *FCER1A*, LOC522763, *SIGLEC14*, *TAC3,* and *TTLL1* for independent assessment of differential gene expression by quantitative real-time polymerase chain reaction (qPCR). The averages of fold change calculated from the PCR data were correspondent to those obtained from RNA-seq (Spearman’s correlation = 0.94, *P* < 0.02, Additional file 1: Table S3). Therefore, we validated the results obtained by RNA-seq.

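Spearman's rho between the fold changes of the edgeR fit and the paper's qPCR fold changes was 0.886 across the 6 genes (exact permutation test, two-sided, p = 0.0333). It was the same with TMM factors and with DESeq2 fold changes. The qPCR was run on RNA of the same heifers. The sign was the same in 6 of 6 genes, and the paper gives a qPCR P under 0.05 for 3 of them. All 6 met the limit of 0.1 that the paper set for its t-tests of qPCR, with the largest P, 0.1, for LOC522763.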

### Detection of gene pairs to discriminate heifers pregnant by AI

Next, we used the top scoring pair (TSP) approach [45] to test whether the ratio between transcript levels of two genes within samples discriminated heifers presenting distinct pregnancy outcomes. According to this approach, a gene’s expression level is compared to the expression levels of all other genes. For instance, in station A, 12,128 genes formed 147,076,256 pairs, and 10,422 genes in station B formed 117,321,392 pairs.

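Counting each pair in both orders, the 12128 genes of station A formed 147076256 pairs and the 10832 genes of station B formed 117321392 pairs.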

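A gene pair has a score of 1 when the first gene is lower than the second in every heifer of one outcome and in no heifer of the other. On the FPKM of station A, 1521 pairs had this score, and they held 1608 distinct genes. With CPM in place of FPKM there were 1725 pairs, and with a gap of at least 0.1 on the log2(FPKM + 0.01) scale in every heifer there were 310. Leaving out 1 heifer at a time gave 2256 to 8813 pairs, with the most without the NB-pregnant heifer SL220768.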

The analysis of the transcriptome data from AI-pregnant and NB-pregnant heifers (station A) resulted in 1520 pairs of genes that discriminate most of the heifers according to their pregnancy outcome (Overall score = 1, *P* < 0.0002, 5000 randomizations). The pair of genes with the greatest discriminatory score was *DTX4* and ENSBTAG00000038233, whereby the transcript levels of *DTX4* are greater than the transcript levels of ENSBTAG00000038233 in NB-pregnant in contrast with AI-pregnant heifers (Fig. 3a). 

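On the FPKM, ENSBTAG00000038233 formed the top pair with ENSBTAG00000004046. ENSBTAG00000038233 had 22.5 ± 16.8 CPM (SD, n = 6) in AI-pregnant and 4.66 ± 9.86 CPM (SD, n = 5) in NB-pregnant heifers, where it ranged from 0 to 22.3 CPM. Its log2 fold change was -2.27 (standard error 1.27, adjusted p 0.999 from edgeR's quasi-likelihood test). It was part of 6 of the top 20 pairs, and with PPP1R1B and LOC107131247, in 5 pairs each, it accounted for 16 of them.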

Clustering of the samples using the ratios of transcript levels of the top 20 gene pairs (Additional file 1: Figure S2a) separated the heifers into two clusters that followed their pregnancy classification (Fig. 3b, *P*≤0.01, 5000 randomizations).

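Average linkage on the log2(FPKM + 1) differences of the 20 pairs gave the same clusters as the pregnancy outcome of the 11 heifers. They did so in 92.0% of 5000 bootstrap resamples of the pairs (95% Wilson interval of the resampling, 91.3% to 92.8%). The share was 73.2% with a pseudocount of 0.1. The pairs had been selected on the same heifers. When each heifer was left out and the top 20 pairs were selected again on the others, most of the 20 pairs placed 3 of the 11 left-out heifers with their own outcome.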

**Fig. 3:**
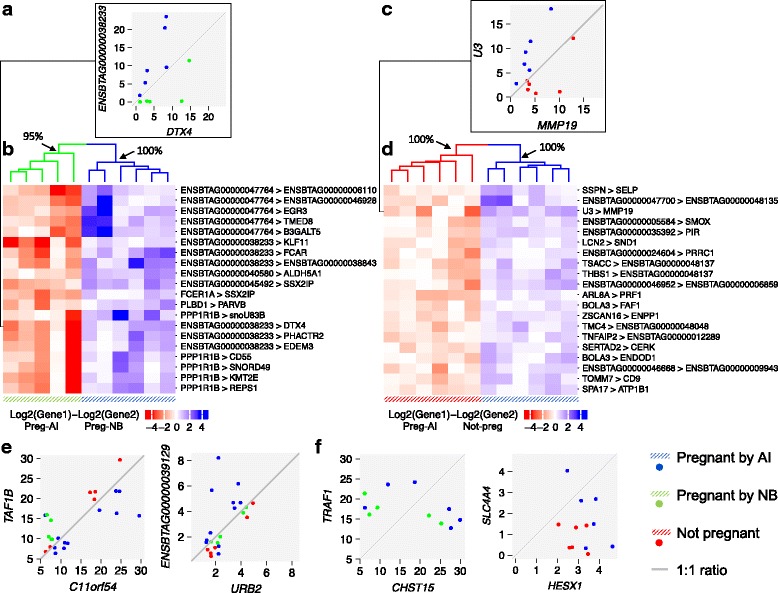
Top scoring pairs for sample classification. Top 20 gene pairs whose expression ratios separate the samples into two groups: AI-pregnant relative to NB-pregnant in station A (**a**, **b**) and AI-pregnant relative to non-pregnant in station B (**c**, **d**). **e** Identification of two TSP with significant separation of AI-pregnant heifers from the others (NB-pregnant, non-pregnant). **f** Pairs of genes randomly chosen to demonstrate the null hypothesis of the top scoring pair approach

Analysis of the transcriptome data from 12 heifers sampled from station B, (AI-pregnant and non-pregnant) resulted in 88 gene pairs identified that separated most of the heifers in two groups (Overall score = 1, P < 0.0002, 5000 randomizations). 

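On the FPKM of station B, 88 pairs had a score of 1. With CPM there were 144 pairs, and 6 pairs kept a gap of at least 0.1 on the log2 scale in every heifer. Without 1 heifer at a time the number ran from 121 to 1253 pairs, the latter without the AI-pregnant heifer SL253808. The 12 heifers can be split into groups of 6 in 462 ways, and the 11 heifers of station A into groups of 6 and 5 in as many. In both stations all 462 splits gave at least 1 pair with a score of 1. The median number was 1170.5 pairs per split in station A and 297.5 in station B. As many pairs as for the pregnancy outcome were found in 180 of the 462 splits in station A and in 415 in station B, the outcome itself included.

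**Figure D2:**
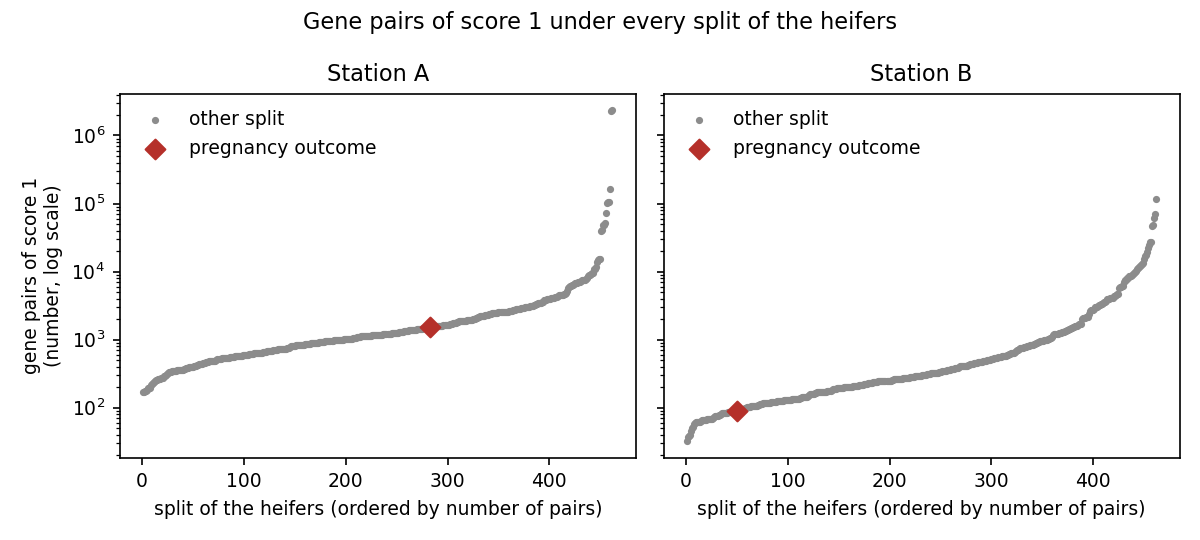
Number of gene pairs with a score of 1 (log scale) for each of the 462 splits of the heifers of station A and of station B, in increasing order. The diamond is the split by pregnancy outcome, with 1521 pairs in station A and 88 in station B; the lowest split has 168 and 32 pairs.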

The genes *U3* and *MMP19* formed the top scoring pair, in which the AI-pregnant heifers presented greater transcript abundance of *U3* compared to *MMP19*, and the opposite direction was observed for the non-pregnant heifers (Fig. 3c). Clustering of the samples using the ratios of transcript levels of the top 20 gene pairs (Additional file 1: Figure S2b) resulted in the formation of two clusters that separated the samples by pregnancy outcome (Fig. 3d, *P*< 0.01, 5000 randomizations).

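For station B the clusters followed the outcome of all 12 heifers, in 98.7% of the resamples of the pairs. Selected again without each heifer in turn, most of the top 20 pairs placed 1 of the 12 left-out heifers with its own outcome.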

The TSP approach uses within subject transcript levels to calculate ratios between genes, and the analysis does not use variables that may create batch effects in animal experiments (i.e. time, genetic background, location of sampling). Thus, we interrogated the entire dataset (23 samples) under the binary classification of AI-pregnant (*N* = 12) and AI-not-pregnant (*N* = 11). There were four genes forming two pairs (*C11orf54*, *TAF1B*; *URB2*, ENSTAG00000039129) that discriminated 10 out of 12 heifers correctly (Fig. 3e, Overall score = 0.83). 

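Over the 10422 genes retained in both stations, the highest score was 0.833, reached by 2 pairs. The pair ENSBTAG00000003550 and ENSBTAG00000007543 placed the AI-pregnant heifers SL220771 and SL253808 on the wrong side, and the pair ENSBTAG00000010180 and ENSBTAG00000039129 the AI-pregnant heifers SL253807 and SL253810. Each pair placed the 11 other heifers on their own side. Leaving out 1 heifer changed the highest score to between 0.818 and 0.917. The best pairs selected without a heifer placed 12 of the 23 heifers with their own outcome. The 2 pairs were found over all heifers, and on each of them 10 of the 12 AI-pregnant heifers lay on their own side.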

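The hypergeometric probability was computed as in the code of the paper, for 10 or more AI-pregnant heifers among 12 drawn from 12 AI-pregnant and 11 other heifers, and was 0.00278. With the 10 heifers that each pair placed on the AI-pregnant side as the number drawn, it was 5.77e-05 for each of the 2 pairs. The calculation takes the pairs as given and does not include their selection from all pairs of 10422 genes.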

The clustering of 10 out of 12 AI-pregnant heifers independently from NB-pregnant and non-pregnant heifers, showed non-trivial (*P* < 0.003, hypergeometric test) patterns of ratios that identified heifers by pregnancy outcome, and clearly contrasted with ratio patterns obtained from random gene pairs (Fig. 3f).

## Discussion

Our main goal was to identify differences in the transcriptome profile in PWBC at the time of AI in beef heifers with different pregnancy outcomes. In our experiment, we identified heifers that became pregnant to AI, to natural breeding, and heifers that failed to become pregnant during the breeding season. Sampling blood from heifers of similar age and other phenotypic parameters within herd was central for us to work with pubertal heifers of similar nutritional status, and thus focus on the differences associated with the physiology of the reproduction driving the likelihood of pregnancy in beef heifers. Similar to other models of fertility and infertility in cattle [25–28], the categorical pregnancy outcomes adopted in our study identify heifers with distinct fertility potential. In the current study, we identified that variations in gene expression profiles of PWBC may be associated with the likelihood of a successful fertilization and pregnancy establishment.

Considering the similarity of the heifers within location, as observed by age, phenotypic records (Additional file 1: Table S1), genetic background, reproductive, health, and nutritional management, and other environmental effects within station, one could anticipate the low number of DEGs inferred in this study. Our very stringent approach for inferring DEGs according to two independent algorithms was one reason for this observation. Nonetheless, this strategy [46] greatly reduces the chance of inferring false positives by leveraging the strengths of both algorithms [47]. Other transcriptome investigations of endometrial tissues of beef heifers [27–29] or dairy cows [48] of different fertility potential yielded DEGs in the order of few dozens. Of note, no previously identified DEGs have been found in more than one study. Furthermore, none of the DEGs identified in our study were observed in similar investigations focusing on women’s fertility [31–33]. This observation is not surprising given the polygenic and complex physiology involving fertilization and pregnancy in females.

We identified 18 DEGs associated with heifer pregnancy to AI compared to pregnancy from natural breeding. Gene ontology analysis showed significant enrichment of the biological process “metabolic process”, which included the genes “aldehyde dehydrogenase 5 family member A1” (*ALDH5A1*), “glutathione S-transferase Mu 3” (*GSTM3*), “UDP glycosyltransferase 8” (*UGT8*), and “Lysozyme C, non-stomach isozyme” (*LYZ*). The gene *ALDH5A1* is part of a family of aldehyde dehydrogenases that metabolizes aldehydes and reduces cellular toxicity. Additionally, there is evidence, in humans, that a functional ALDH5A1 is associated with the concentration of glutathione in the bloodstream [49]. Also in humans, it has been hypothesized that upregulation of *GSTM3* is a response to greater presence of cytotoxic products resultant of overabundance of reactive oxygen species (ROS) [50] and the need for the conjugation of ROS to glutathione [51] to mitigate the toxic effects of ROS. As evidence supports the link between oxidative stress and female infertility in humans [51–53], the upregulation of *ALDH5A1* and *GSTM3* in PWBC suggests that a greater presence of ROS species in the blood stream may reduce the likelihood of pregnancy success to AI in beef heifers, but do not prevent the heifers from becoming pregnant to a bull later in the breeding season.

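ALDH5A1 had 19.3 ± 4.17 CPM (SD, n = 6) in AI-pregnant and 44.4 ± 16.5 CPM (SD, n = 5) in NB-pregnant heifers (exact permutation test, two-sided, p = 0.00433). The groups overlapped, since the highest AI-pregnant heifer had 23.1 CPM and the lowest NB-pregnant heifer 22.9 CPM. With each heifer left out, its log2 fold change stayed between 1.00 and 1.37. GSTM3 (ENSBTAG00000001842) was expressed near the filter, with 0.557 ± 0.355 CPM (SD, n = 6) in AI-pregnant and 1.71 ± 0.608 CPM (SD, n = 5) in NB-pregnant heifers. Its log2 fold change was 1.76 (standard error 0.48, adjusted p 0.999 from edgeR's quasi-likelihood test), and it passed the filter in only 5 of the 11 fits that left out a heifer.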

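MNS1 (ENSBTAG00000000271) had 1.74 ± 0.576 CPM (SD, n = 6) in AI-pregnant and 4.31 ± 1.25 CPM (SD, n = 5) in NB-pregnant heifers, without overlap of the groups. TTLL1 was also higher in NB-pregnant heifers, at 147 ± 56.2 CPM (SD, n = 5) against 57.2 ± 29.6 CPM (SD, n = 6). UGT8 (ENSBTAG00000004574), with a log2 fold change of 1.13 (standard error 0.42), was called in 3 of the 11 fits that left out a heifer. TPPP (ENSBTAG00000047116) changed in the opposite direction, with a log2 fold change of -1.70 (standard error 0.66). Its CPM on a log2 scale did not differ between the groups in an exact permutation test (two-sided, p = 0.0563). With the first principal component as a covariate, TPPP had a log2 fold change of -1.53 and an unadjusted P of 0.00084 in edgeR's likelihood ratio test.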

Although no significant enrichment was observed, it was noteworthy that four out of 18 DEGs were related to “cytoskeleton organization” (*MNS1, TTLL1*, *TPPP*, *UGT8*). Interestingly, *UGT8* was down-regulated in the endometrium of women affected by implantation failure [54]. 

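FCER1A had 17.7 ± 7.85 CPM (SD, n = 6) in AI-pregnant and 7.22 ± 3.61 CPM (SD, n = 5) in NB-pregnant heifers (exact permutation test, two-sided, p = 0.0152, and 0.0227 after adjustment over the 18 genes). It was called in 7 of the 11 fits that left out a heifer.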

The gene *FCER1A* is associated with “positive regulation of granulocyte macrophage colony-stimulating factor production” was less expressed in NB-pregnant heifers. The down-regulation of the gene *FCER1A* in blood samples is associated with pre-term delivery in women [55]. 

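KIR3DL1 (ENSBTAG00000047971) had a log2 fold change of -2.05 (standard error 0.79, adjusted p 0.999 from edgeR's quasi-likelihood test). Its CPM was 3.82 ± 3.24 (SD, n = 6) in AI-pregnant and 0.872 ± 0.776 (SD, n = 5) in NB-pregnant heifers. On a log2 scale an exact permutation test did not separate the groups (two-sided, p = 0.0584). With the first principal component as a covariate, KIR3DL1 had a log2 fold change of -1.78 and an unadjusted P of 3.09e-05 in edgeR's likelihood ratio test. It passed the filter in 5 of the 11 fits that left out a heifer and was called in 2 of them.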

Another gene related to the immune system, namely *KIR3DL1*, showed the lowest transcript abundance (4-fold) in NB-pregnant compared to AI-pregnant heifers. Interestingly, recurrent miscarriage patients presented lower occurrence of *KIR3DL1* in their blood compared to healthy women [56]. When expressed in natural killer (NK) cells, KIR3DL1 inhibits [57] the cytotoxic function or the adhesive capacity of NK cells (reviewed by [58]).

We identified six DEGs in the PWBC of heifers associated with the pregnancy outcome of AI-pregnant or non-pregnant. It is critical to notice, however, that the inferences of *ALAS2*, LOC52273, *TAC3*, *TFF2* as DEGs, were mostly driven by some heifers that did not become pregnant, whereas others presented gene expression levels equivalent to the heifers that became pregnant to AI. 

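TFF2 (ENSBTAG00000030814) had 72.1 CPM in the non-pregnant heifer SL253811 and 22.8 CPM in SL253804, against at most 3.86 CPM in AI-pregnant heifers. Without SL253811 its log2 fold change fell from 3.42 to 2.08, and it was no longer called. ALAS2 (ENSBTAG00000013178) was also highest in these heifers, with 45.8 and 17.1 CPM, and its log2 fold change without SL253811 was 0.96. For LOC522763 the high heifers were SL253814, with 59.7 CPM, and SL253805, with 40.2 CPM, against at most 6.63 CPM in AI-pregnant heifers. An exact permutation test (two-sided) gave p = 0.0909 for TFF2, 0.0844 for ALAS2 and 0.238 for LOC522763. With the first principal component of station B as a covariate, the unadjusted P for TFF2 was 0.0083 from edgeR's likelihood ratio test and 0.0153 from DESeq2, and for ALAS2 it was 0.0768 and 0.0588.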

The gene *TAC3* encodes the protein neurokinin B, whose expression is negatively regulated by ovarian derived steroids [59] and in turn stimulates the secretion of Gonadotropin-Releasing Hormone (GnRH) [60], which is has central function on the release of follicle-stimulating hormone and luteinizing hormone. On the same note, expression of the gene *CNKSR3* was upregulated by luteinizing hormone in women’s endometrium [61] and follicular granulosa cells in buffalo cows [62]. 

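TAC3 had 84.6 ± 84.8 CPM in non-pregnant and 18.8 ± 13.1 CPM in AI-pregnant heifers (SD, n = 6 each; exact permutation test, two-sided, p = 0.0433, and 0.0866 after adjustment over the 6 genes of Table 2). With the first principal component as a covariate its unadjusted P was 0.118 in edgeR's likelihood ratio test. CNKSR3 (ENSBTAG00000012674) had 2.72 ± 1.44 CPM in non-pregnant and 1.10 ± 0.635 CPM in AI-pregnant heifers (SD, n = 6 each; exact permutation test, two-sided, p = 0.0130). It was called in 4 of the 12 fits that left out a heifer.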

In specific heifers, the dysregulation on these two genes is suggestive of an alteration in the hormonal feedback between the ovary the hypothalamic-pituitary axis in some of the heifers that did not become pregnant.

The TSP approach compares the levels of transcript abundance for each possible pair of genes expressed within a sample [45], and it has been used as a classification or prediction tool in biomedicine [45, 63–65]. We employed this approach to evaluate the usefulness of gene expression levels in PWBC at the time of AI for classification of heifers with different pregnancy outcome. For each experimental station, the use of transcript levels for the top 20 pairs of genes clustered AI-pregnant heifers separately from the others with 100% confidence of cluster formation. Because this approach is parameter free [66, 67] with the exception of the binary variable that separates subjects into two categories, we used the algorithm to identify TSPs in all 23 samples that could identity AI-pregnant heifers. The ratio between the expression levels for four gene pairs misclassified only two out of the 12 AI-pregnant heifers.

Our investigation focused on PWBC, which are mostly composed of circulating immune cells. The immune system and female fertility are connected at many levels with the reproductive function in cattle (reviewed by Fair [34]), and circulating cells of the immune system respond to reproductive hormones [68, 69]. Our results show that specific genes have transcript abundance correlated with whether a heifer became pregnant to AI, could become pregnant later by natural breeding, or failed to become pregnant. We hypothesize that PWBC change their transcriptome as the heifers undergo the follicular phase of their estrous cycle. These changes most likely reflect the heifer’s readiness for fertilization.

The physiological relationship between the immune system of healthy heifers and their likelihood of becoming pregnant by AI is yet to be studied. In addition, further investigation is required to assess how our results may translate to other herds, especially when accounting for different management strategies, breeds, and genetic background. Although further work is needed to develop robust approaches to identify molecular markers in the transcriptome of PWBC, taken together, our results suggest a window of opportunity for the use of gene expression data as source of prognostic molecular markers of pregnancy likelihood in beef heifers.

## Conclusions

At the time of AI, specific genes expressed in PWBC displayed differential transcript abundance in heifers classified according to their pregnancy outcome (AI-, NB-, non-pregnant). This variable expression is likely associated with the heifers’ physiological condition that relates to their fertility at the time of AI. The data suggest that the heifer’s metabolic status may be critical for the AI success, and impaired hormonal regulation is among the multiple factors that may hinge the chances of pregnancy in beef heifers. Further investigation is needed to confirm these hypotheses. Using a parameter free approach, the transcript abundance of specific gene pairs distinguished most AI-pregnant, relative to NB- or non- pregnant heifers. This result showed that the transcriptome of PWBC has a promising potential to be used as a source of data to classify heifers of distinct potential to become pregnant.

## Methods

### Animal handling and heifer classification according to pregnancy outcome

Crossbred beef heifers (Angus-Simmental cross) from two Auburn University research stations (Station A: Wiregrass Research and Extension Center, *n* = 27; and Station B: Black Belt Research and Extension Center, *n* = 33) were developed to reach a target weight of 60% of their mature body weight by 13.5 months of age [13, 70]. Pre-breeding examinations were performed approximately 45 days before breeding to evaluate the pubertal status of each heifer. Reproductive tract scores (scale of 1–5; 1 = pre-pubertal, 5 = pubertal, luteal phase [16]), pelvic width, and pelvic height were determined through transrectal palpation by a single, experienced veterinarian. Additionally, heifers were evaluated for body condition score (BCS; scale of 1–9 with 1 = emaciated and 9 = obese [3]).

Heifers were then subjected to estrous synchronization for fixed-time artificial insemination with the 7-Day CO-Synch protocol. Briefly, heifers received an injection of GnRH (i.m.; 100 μg; Cystorelin®; Merial, Duluth, GA) and insertion of a CIDR (intravaginal insert; 1.38 g progesterone; Eazi-Breed® CIDR®; Zoetis Inc., Kalamazoo, MI) on day − 9, followed by CIDR removal and an injection of prostaglandin F2α (PGF; i.m.; 25 mg; Lutalyse®; Zoetis Inc., Kalamazoo, MI) on day − 2. All heifers then received a second GnRH injection (i.m.; 100 μg; Cystorelin®; Merial, Duluth, GA) and were inseminated with a dose of semen of proven fertility on day 0, 54 ± 2 h after CIDR removal and PGF injection. Two professionals were responsible for insemination procedures in both experimental stations, taking turns on random heifers.

Immediately after AI, 10 ml of blood was drawn from the jugular vein into vacutainers containing 18 mg K2 EDTA (Becton, Dickinson and Company, Franklin, NJ). The tubes were inverted for 8–10 times and immersed in ice. Upon arrival in the laboratory, the tubes were sprayed with 10% bleach and rinsed to eliminate contamination from the field. The tubes were centrifuged for 10 min at 2000×g at 4 °C. The buffy coat was removed and deposited into 14 ml of red blood cell lysis solution (0.15 M ammonium chloride, 10 mM potassium bicarbonate, 0.1 mM EDTA, Cold Spring Harbor Protocols) for 10 min at room temperature (24–25 °C). The solution was then centrifuged for 5 min at 800xg at 4C to pellet the PWBCs. The aqueous layer was discarded and the pellet was re-suspended in 200 μl of RNAlater® (Lifetechnologies™, Carlsbad, CA). The PWBCs were then stored at − 80°C prior to RNA extraction. This procedure was reproduced for both experimental stations.

Fourteen days after insemination, heifers were exposed to two fertile bulls for natural breeding for the remainder of the 86 day breeding season on station A or 42 day breeding season on station B. An experienced veterinarian performed pregnancy evaluation by transrectal palpation on day 62 and 125 post insemination at station A, and on day 95 post insemination at station B. Presence or absence of a conceptus, alongside morphological features indicating fetal age were recorded, and heifers were classified as pregnant to AI, pregnant to natural service, or non-pregnant. Heifers that became pregnant after the first 21 days of breeding were identified as late breeding for the purpose of this study.

### Selection of heifers for RNA-sequencing of PWBC

Eleven heifers (six AI-pregnant and five NB-pregnant) were selected from station A, and twelve heifers (six AI-pregnant and six non-pregnant) were selected from station B for RNA-sequencing. Within station, heifers were selected according to their similarities of age and phenotypic parameters. Data for age, weaning weight, pelvic height, pelvic width, and pelvic area were compared between groups using Krustal-Wallis rank sum test. Body condition and reproductive tract scores were tested using Fisher’s exact test. Tests were conducted in R software. Selected heifers did not differ for phenotypic traits associated with puberty (Additional file 1: Table S1), and all heifers were of pubertal status at the time of breeding. The selection of heifers from different groups that were phenotypically similar, according to trait average and standard deviation, avoided the addition of covariates in the analysis of differential gene expression.

### RNA extraction, library preparation, and RNA sequencing

Total RNA was then isolated from PWBCs of 23 heifers using TRIzol™ reagent (Invitrogen, Carlsbad, CA) following the manufacturer’s protocol. RNA yield was quantified using the Qubit™ RNA Broad Range Assay Kit (Eurogene, OR) on a Qubit® Fluorometer, and integrity was assessed on Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA) using an Agilent RNA 6000 Nano kit (Agilent, Santa Clara, CA). We obtained RIN values ranging between 7.7 and 8.8. Furthermore, samples with rRNA ratios (28S:18S) greater than 1.5 were further processed for library construction (range 1.5–1.8). Libraries were prepared with the TruSeq Stranded mRNA Library Prep kit (Illumina, Inc., San Diego, CA) following manufacturer’s instructions. Libraries were quantified with Qubit™ dsDNA High Sensitivity Assay Kit (Eurogene, OR) and quality was evaluated using the High Sensitivity DNA chip (Agilent, Santa Clara, CA) on an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA). Libraries were sequenced in a HiSeq 2500 system at the Genomic Services Laboratory at HudsonAlpha, Huntsvile, AL to generate 125 nucleotide long pair-end reads.

### RNA sequencing data processing

Sequences were trimmed of their adapters and submitted to a custom build bioinformatics pipeline [71]. Reads were aligned to the bovine genome (UMD3.1 [37]), and sequences aligning to multiple places on the genome, with 5 or more mismatches were filtered out. The sequences were then marked for duplicates, and non-duplicated pairs of reads were used for gene expression study. The read-pairs were counted against the Ensembl gene annotation [39] (version 1.87) using HTSeq [72].

### Differentially expressed genes

Differences of transcript levels between samples at each experimental station were determined from fragment counts [38] using the Bioconductor packages “edgeR” [73] and “DESeq2” [44] in R software [74]. Genes were considered detected if the counts per million was greater than one in six or more samples. For each experimental station, a gene was inferred as differentially expressed if the nominal *P* value was ≤ 0.01. This nominal P value corresponded to empirical false discovery rate (eFDR) of 0.02 for station A and 0.05 for station B (Additional file 1: Figure S1), as calculated according to the procedure outlined elsewhere [75], using 10,000 randomizations of sample classification.

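The rate was recomputed as the mean share of all genes tested that are at or under the nominal P when the outcome of the heifers is permuted. This share is taken over all genes tested, so it does not give the part of the called genes that are false positives. Over 99 other splits of the heifers it was 0.0186 for edgeR's likelihood ratio test in station A and 0.0379 in station B, and 0.0248 and 0.0445 for DESeq2. The mean was raised by a few splits, since the median share in the likelihood ratio test was 0.00173 in station A and 0.00102 in station B. In numbers of genes, the rule called 175 genes on average under the other splits of station A, with a median of 16, where the pregnancy outcome gave 18. In station B the average was 408 genes and the median 11, where the outcome gave 6.

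**Figure D3:**
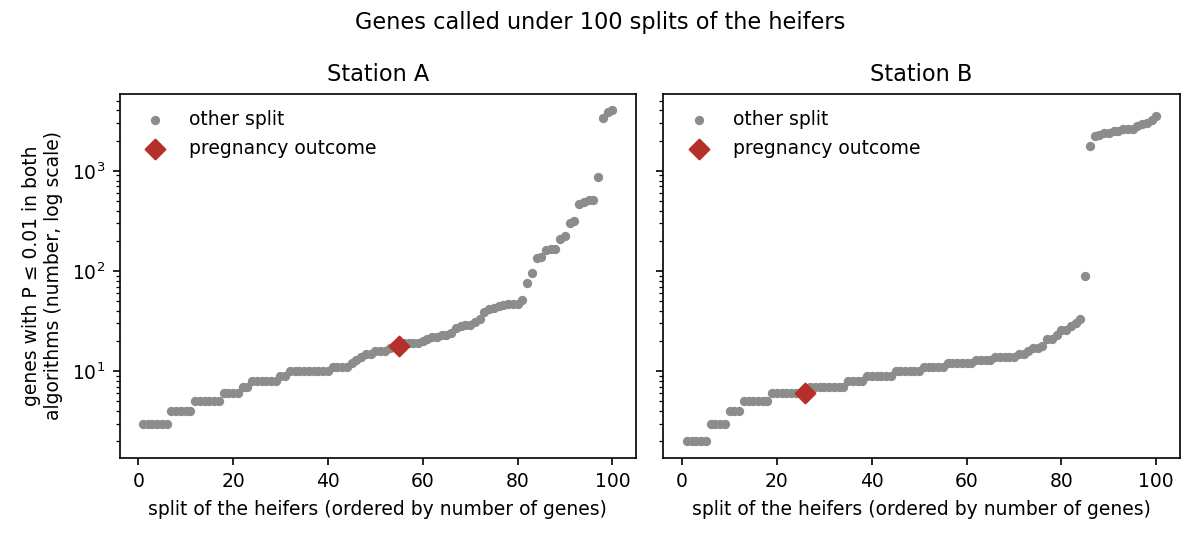
Number of genes with a P of 0.01 or less in both algorithms (log scale) for 100 splits of the heifers of each station, in increasing order. The diamond is the split by pregnancy outcome, with 18 genes in station A and 6 in station B.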

### Validation of DEGs

We used RNA extracted from the PWBC of the 23 heifers from station A and B whose PWBC transcriptome was evaluated though RNA sequencing to confirm the DEGs by RT-qPCR. We synthesized complementary DNA from 500 ng of total RNA and using oligodT_15_ (Promega, Madison, WI). Reverse transcription was carried out with SuperScriptII (Invitrogen, Carlsbad, CA) following manufacturer’s recommendations. The final RT reaction was diluted 1:2 (v:v) and 1μl was used as template for each PCR reaction using Perfecta SYBR Green FastMix (Quanta Biosciences), and 100 nM of each primer (Additional file 1: Table S3, IDT) in a final volume of 10μl. Primers were designed using PrimerBlast application following the recommendations for obtaining target-specific primers for PCR [76]. The reactions were assayed in a Roche Light Cycler 480 equipment (Roche) equipment with pre-incubation at 95 °C for 1 min, followed by 40 cycles of 95 °C for 15 s and 60 °C for 45 s. A melting curve was generated using the thermocycler’s default parameters to validate the presence of a unique amplicon. The identification of unique amplicon is a proxy of primer specificity. Primer efficiency and cycle threshold (CT) was determined for all reactions using the LinRegPCR program [77].

We used *GAPDH* as a reference gene, which presented similar Ct values across all samples (Additional file 1: Figure S4) and showed no difference of transcript abundance between the groups tested (*P* > 0.9, t-test, Additional file 1: Table S4). The ΔCT was calculated for each corresponding target gene relative to the reference gene, and the values of ΔCT were used as input for a t-test to assess the significance of differences between the two groups [78]. We inferred that the averages of gene expression levels were statistically different when *P* ≤ 0.1. We adopted alpha = 0.1 for qPCR analysis because comparing normalized gene expression levels between groups with six samples in each group presents the power of 0.65 to detect an effect of 1 at the significance level of 0.1.

### Pairs of genes with expression ratios indicating fertility categorization

Fragments per kilobase per million reads (FPKM) were calculated using the function “rpkm()” from “edgeR”. FPKM was the used as input for the calculation of TSP using the package “tspair” [66]. The TSP approach [45] identifies genes whose transcript abundance ratios within each individual can classify subjects into binary categories. The ratios of the 20 TSP were used as input for hierarchical clustering of the samples, and the robustness of the clusters was calculated using 5000 randomizations with the R package “pvclust” [79].

## Additional files

Additional file 1: Supplementary figures and tables.

Additional file 2: R Code that reproduces the RNA-seq analyses performed in this study.

## Abbreviations

AI: Artificial insemination
BCS: Body condition score
CIDR: Controlled internal drug release
CPM: Count per million
CT: Cycle threshold
DEG: Differentially expressed gene
FDR: False discovery rate
FPKM: Fragment per kilobase per million reads
GnRH: Gonadotropin releasing hormone
N: Number
P: Probability
PGF: Prostaglandin F2α
PM: Pelvic measurements
PWBC: Peripheral white blood cells
qPCR: Quantitative real-time polymerase chain reaction
RNA: Ribonucleic acid
RT: Reverse transcription
RTS: Reproductive tract score
TSP: Top scoring pairs

# Supplementary material for: Transcriptome profiles in peripheral white blood cells at the time of artificial insemination discriminate beef heifers with different fertility potential
**Source:** BMC Genomics. 2018 Feb 9;19:129. doi: 10.1186/s12864-018-4505-4
**Supplement:** Supplementary file 1 — Supplementary figures and tables.

b

a

⏺edgeR ⏶DESeq2

Figure S1. Correspondence between nominal P values and empirical FDR. (a) Comparison of gene expression levels between AI-pregnant, NB-pregnant in experimental station A. (b) Comparison of gene expression levels between AI-pregnant, non-pregnant in the experimental station B.

a

continue on next page…

b

Figure S2. Scatterplots of expression levels (FPKM) of the top scoring pairs that distinguish heifers according to pregnancy outcome. Top 20 TSPs for Station A (a) and B (b).

Figure S3. Scatterplots of expression levels (FPKM) of 20 randomly chosen pairs of genes expressed in heifers from station A that did not form top scoring pairs. The charts represent the null hypothesis for the TSP approach

Table S1. Descriptive statistics ($\bar{x}\pm\hat{\sigma})$ of the phenotypical data from the heifers used for the sequencing analysis.

| Location | Parameter | Pregnant AI | Pregnant NB | P |
| --- | --- | --- | --- | --- |
| A | N | 6 | 5 | - |
|  | Age^a^ | 412 $\pm$ 10 | 402 $\pm$ 11 | 0.36^d^ |
|  | WW^b^ | 234.6 $\pm$ 14.3 | 249.5 $\pm$ 21.2 | 0.14^d^ |
|  | Pelvic height^c^ | 15.3 $\pm$ 0.5 | 15.0 $\pm$ 0.7 | 0.39^d^ |
|  | Pelvic width^c^ | 11.3 $\pm$ 0.5 | 11.6 $\pm$ 1.5 | 1 |
|  | Pelvic area^c^ | 173.8 $\pm$ 11.0 | 174.8 $\pm$ 31 | 0.8^d^ |
|  | BCS | 5.7 $\pm$ 0.5 | 5.8 $\pm$ 0.4 | 1^e^ |
|  | RTS | 4.7 $\pm$0.5 | 4.2 $\pm$ 0.8 | 0.7^e^ |
| Location | Parameter | Pregnant AI | Not Pregnant | P |
| B | N | 6 | 6 | - |
|  | Age^a^ | 428 $\pm$ 8 | 433 $\pm$ 10 | 0.4^d^ |
|  | WW^b^ | 325.8 $\pm$ 15.4 | 316.4 $\pm$ 15.4 | 0.5^d^ |
|  | BCS | 6 $\pm$ 0 | 6 $\pm$ 0 | - |
|  | RTS | 4.5 $\pm$ 0.5 | 4.2 $\pm$ 0.4 | 0.5^e^ |

BCS: body condition score; RTS: reproductive tract score; WW: weaning weight; ^a^ day; ^b^ kg; ^c^ cm^2^; ^d^ Krustal-Wallis rank sum test; ^e^ Fisher’s exact test; - Statistical test is not applicable.

Table S2. Number of read-pairs generated and aligned uniquely to the *Bos taurus* reference genome UMD 3.1.

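Summed over the 23 libraries, the pairs in the table come to 557240103 sequenced, and the mean number aligned uniquely is 20933159. From 78.1% to 86.4% of the pairs were aligned in station A, and from 86.2% to 92.9% in station B.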

| Sample | N pairs sequenced | N pairs aligned | Alignment (%) |
| --- | --- | --- | --- |
| SL220764 | 36,128,269 | 30,457,166 | 84.3 |
| SL220765 | 36,260,080 | 29,334,579 | 80.9 |
| SL220766 | 19,966,449 | 17,252,337 | 86.4 |
| SL220767 | 22,775,841 | 18,158,658 | 79.7 |
| SL220768 | 14,805,290 | 12,403,405 | 83.8 |
| SL220769 | 45,845,646 | 39,345,350 | 85.8 |
| SL220771 | 16,970,202 | 13,927,564 | 82.1 |
| SL220772 | 18,827,465 | 14,700,579 | 78.1 |
| SL220773 | 18,309,120 | 15,031,613 | 82.1 |
| SL220774 | 21,112,166 | 17,454,399 | 82.7 |
| SL220775 | 32,485,522 | 27,287,566 | 84.0 |
| SL253803 | 27,341,041 | 24,446,159 | 89.4 |
| SL253804 | 25,477,964 | 22,971,157 | 90.2 |
| SL253805 | 15,799,927 | 14,684,897 | 92.9 |
| SL253806 | 18,093,354 | 16,667,914 | 92.1 |
| SL253807 | 24,358,249 | 22,330,930 | 91.7 |
| SL253808 | 18,861,053 | 16,636,677 | 88.2 |
| SL253809 | 18,352,301 | 16,562,097 | 90.2 |
| SL253810 | 21,052,090 | 18,776,453 | 89.2 |
| SL253811 | 41,238,769 | 36,636,894 | 88.8 |
| SL253812 | 18,757,099 | 16,756,241 | 89.3 |
| SL253813 | 24,846,720 | 22,760,158 | 91.6 |
| SL253814 | 19,575,486 | 16,879,869 | 86.2 |
| Average | 24,227,831 | 20,933,159 | 86.5 |

Table S3. Validation of RNA-sequencing results contrasting the gene expression in PWBC between heifers with different pregnancy outcome.

| Symbol | RNA-seq |  | qPCR | | mRNA | Oligonucleotides | Amplicon | x̅ PCR |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | FC^a^ |  | FC^a^ | P | Accession # |  | (bp^b^) | Efficiency |
| *GAPDH* | * |  | - | - | NM_001034034.2 | TGGTGAAGGTCGGAGTGAAC | 91 | 1.9 |
|  |  |  |  |  |  | ATGGCGACGATGTCCACTTT |  |  |
| **Location A** | | | | | | | | |
| *ALDH5A1* | 1.23 |  | 2.50 | 0.04 | NM_001192735.1 | CCCCAGCAAAAGAAAGGCG | 99 | 1.9 |
|  |  |  |  |  |  | CTTCCGTGTGATCATGGCACT |  |  |
| *FCER1A* | -1.15 |  | -1.74 | 0.02 | NM_001100310.2 | GTGGGCAGAATTCAGAGGCT | 88 | 1.9 |
|  |  |  |  |  |  | GCCAGAAATAGTTGCTTTGAGGG |  |  |
| *TTLL1* | 1.19 |  | 2.00 | 0.02 | NM_001076171.1 | AGAAGGACGAAAGCGGGAAG | 79 | 1.9 |
|  |  |  |  |  |  | AACAGGTTGTAGTCGGCAGG |  |  |
| *SIGLEC14* | -1.22 |  | -1.75 | 0.09 | XM_015458276.1 | TCCGGCTCAACGTCTCCTAT | 98 | 1.9 |
|  |  |  |  |  |  | CTCCAGGATGGGCAGTGAC |  |  |
| **Location B** | | | | | | | | |
| *TAC3* | 2.17 |  | 3.04 | 0.05 | NM_181017.2 | GCACCTTCAAGTACCCTCCA | 70 | 1.9 |
|  |  |  |  |  |  | TCTTCACGATGTAGCCCAGG |  |  |
| LOC522763 | 1.92 |  | 8.77 | 0.10 | NM_001102069.1 | GCACCGAGCTCTTGACTGAT | 118 | 1.9 |
|  |  |  |  |  |  | GTGAAGGCTGAAGCTCAGGA |  |  |

^a^ FC: Fold change (pregnant NB/pregnant AI(Location A); non-pregnant/pregnant AI (Location B)), ^b^ bp: base pairs.

* *GAPDH* fold change in Station A: 0.7 and Station B: 0.9

Station A Station B

1.9^-Ct^

Preg AI Preg NB Preg AI not Preg

Figure S4. Real time polymerase chain reaction data points for *GAPDH* transcripts. Please, see discussion in Livak and Schmittgen [1] and in Schmittgen and Livak [2] for the rationale on plotting the data as 1.9^-Ct^.

Table S4. Averages of real time polymerase chain reaction data points (2^-Ct^) for *GAPDH* transcripts and summary of statistical tests to compare the averages.

| Station A | Preg AI | Preg NT | F | P_(F test)_ | t | P_(t test)_ |
| --- | --- | --- | --- | --- | --- | --- |
|  | 1.5E-06 | 1.6E-06 | 0.5950 | 0.1471 | -0.0981 | 0.9224 |
| Station B | Preg AI | not Preg | F | P_(F test)_ | t | P_(t test)_ |
|  | 3.9E-06 | 3.9E-06 | 0.8207 | 0.3492 | 0.0412 | 0.9674 |

1. Livak KJ, Schmittgen TD: **Analysis of relative gene expression data using real-time quantitative PCR and the 2(T)(-Delta Delta C) method**. *Methods* 2001, **25**(4):402-408.

2. Schmittgen TD, Livak KJ: **Analyzing real-time PCR data by the comparative C(T) method**. *Nat Protoc* 2008, **3**(6):1101-1108.

# Supplementary material for: Transcriptome profiles in peripheral white blood cells at the time of artificial insemination discriminate beef heifers with different fertility potential
**Source:** BMC Genomics. 2018 Feb 9;19:129. doi: 10.1186/s12864-018-4505-4
**Supplement:** Supplementary file 2 — R Code that reproduces the RNA-seq analyses performed in this study.

# Transcriptome profiles in peripheral white blood cells at the time of artificial insemination discriminate beef heifers with different fertility potential

*Sarah E Dickinson, Brock Griffin, Michelle Elmore, Lisa Kriese-Anderson, Joshua Elmore, Paul Dyce, Soren Rodning, Fernando H Biase*

*December/2017*

## Contents

Code created by Fernando Biase and Sarah Dickinson.

Please, direct questions to Fernando Biase at *fbiase at auburn dot edu*.

## Overview

The code presented below allows the readers to reproduce the results we obtained in our paper Dickinson et al. 2017. Transcriptome profiles in peripheral white blood cells at the time of artificial insemination discriminate beef heifers with different fertility potential.

Please, see paper for details on heifer classification and the contrasts performed for the inference of differentially expressed genes.

The count and FPKM data to reproduce this code can be found on the NCBI GEO public repository GSE103628

Alternatively, the files needed to reproduce the codes below can be downloaded using the following links:

2017\_08\_25\_count\_station\_A.txt.bz2

2017\_09\_07\_count\_station\_B.txt.bz2

2017\_09\_07\_FPKM\_filtered\_station\_A.txt.bz2

2017\_09\_07\_FPKM\_filtered\_station\_B.txt.bz2

2017\_08\_19\_empirical\_FDR\_stationA.txt

2017\_08\_19\_empirical\_FDR\_stationB.txt

multiplot.R

## Load the libraries

```
library("ggplot2")
library("reshape2")
library("org.Bt.eg.db")
library("VennDiagram")
library("annotate")
library("doParallel")
library("gtools")
library("bigmemory")
library("biomaRt")
library("edgeR")
library("DESeq2")
library("gridExtra")
library("gplots")
library("Heatplus")
library("pvclust")
library("RColorBrewer")
library("ComplexHeatmap")
library("tspair")
library("stats")
library("circlize")
library("knitr")
library("dendextend")
source("multiplot.R") #from Cookbook for R Multiple graphs on one page
#(http://www.cookbook-r.com/Graphs/Multiple_graphs_on_one_page_%28ggplot2%29/)
```

## DEGs for STATION A

### Load count data

```
count_unfiltered_stationA<-
  read.delim('2017_08_25_count_station_A.txt.bz2',
    row.names=1,header =TRUE,stringsAsFactors =FALSE)
```

### Analyze the data using the edgeR package

```
group<-factor(c("preg_AI","preg_AI","preg_AI","preg_bull","preg_bull","preg_bull",
  "preg_AI","preg_AI","preg_bull","preg_bull","preg_AI"),
  levels=c("preg_AI","preg_bull"))

design <- model.matrix(~group)

design <- model.matrix(~group)
dds<-DGEList(count=count_unfiltered_stationA, group=group)
keep<-rowSums(cpm(dds)>1) >=6
dds<-dds[keep, keep.lib.sizes=FALSE]
dds<-estimateDisp(dds, design, robust=TRUE)
dds <- glmFit(dds, design)
dds <- glmLRT(dds)
stationA_res_preg_bull_preg_AI_edgeR<-topTags(dds,adjust.method="none",n=Inf)$table
```

## Analyze the data using the DESeq2 package

```
group<-factor(c("preg_AI", "preg_AI", "preg_AI", "preg_bull", "preg_bull", "preg_bull",
               "preg_AI", "preg_AI", "preg_bull", "preg_bull", "preg_AI"),
             levels=c("preg_AI", "preg_bull"))

design <- model.matrix(~group)
colData<-data.frame("group"=group)
rownames(colData)<-colnames(count_unfiltered_stationA)
count_filtered_stationA<-count_unfiltered_stationA[keep,]
dds<-DESeqDataSetFromMatrix(countData=count_filtered_stationA, colData=colData,
                           design= ~group)

dds <- DESeq(dds)
stationA_res_preg_bull_preg_AI_DESeq <- results(dds,
                                                contrast=c("group", "preg_bull", "preg_AI"),
                                                pAdjustMethod="none", tidy=TRUE)

stationA_res_preg_bull_preg_AI_DESeq<-
  stationA_res_preg_bull_preg_AI_DESeq[with(stationA_res_preg_bull_preg_AI_DESeq,
                                           order(pvalue)), ]
```

Merge the results obtained from edgeR.

```
stationA_merged_res_preg_bull_preg_AI<-
  merge(stationA_res_preg_bull_preg_AI_edgeR, stationA_res_preg_bull_preg_AI_DESeq,
        by.x="row.names", by.y="row")
```

We inferred that a gene was differentially expressed if the nominal P value was lower or equal than 0.01 on the result obtained from both packages.

```
stationA_merged_res_preg_bull_preg_AI_sig<-
  stationA_merged_res_preg_bull_preg_AI[(stationA_merged_res_preg_bull_preg_AI$PValue <=0.01 &
                                           stationA_merged_res_preg_bull_preg_AI$pvalue <=0.01),]
```

## Annotate the DEGs

```

mart <- useMart("ensembl")
datasets <- listDatasets(mart)
mart_bov<-useDataset("btaurus_gene_ensembl",mart)

annotation_ensembl_biomart<-getBM(attributes = c("ensembl_gene_id","hgnc_symbol",
        "external_gene_name",
        "gene_biotype", "description"),
        filters = "ensembl_gene_id",
        values = unique(stationA_merged_res_preg_bull_preg_AI_sig$Row.names),
        mart = mart_bov)

stationA_merged_res_preg_bull_preg_AI_sig_annotated<-
  merge(stationA_merged_res_preg_bull_preg_AI_sig,annotation_ensembl_biomart,
        by.x="Row.names", by.y="ensembl_gene_id")

```

## Calculating the eFDR

The calculation of the empirical FDR (eFDR) follows the principles and formula presented by Storey and Tibshirani (2003) PNAS, with a modification described in Sham and Purcell (2014) Nature Reviews Genetics.

The following code chunk was prepared for a multicore computer, and was not run here. Instead we upload the files and build figures produced from the files used for the paper.

```

permutation_matrix<-matrix(,nrow=200000,ncol=11)

for (i in seq(1:200000)){
  sampling <- sample(1:11,11, replace = FALSE)
  if ( ! identical(sampling , c(1:11))){
    permutation_matrix[i,]<-sample(1:11,11, replace = FALSE)
  }}

permutation_matrix<-permutation_matrix[!duplicated(permutation_matrix),]
dim(permutation_matrix)
permutation_matrix<-permutation_matrix[sample(1:199496 , 10000),]
rand<-dim(permutation_matrix)[1]

```

```

sequence.pvalue<-seq(0.005, 0.05, 0.005)

results <- filebacked.big.matrix(length(sequence.pvalue),rand, type="double",
                                init=0, separated=FALSE,
                                backingfile="incidence_matrix.bin",
                                descriptor="incidence_matrix.desc")
mdesc_result<- describe(results)

#calculate eFDR for edger

cl <- makeCluster(10)
registerDoParallel(cl)

results[,]<-foreach(i = sequence.pvalue, .combine='rbind', .inorder=TRUE,
                   .packages=c("edgeR","bigmemory"), .verbose=TRUE) %:%
  foreach(j = 1:rand, .combine='cbind', .inorder=FALSE,.packages=c("edgeR","bigmemory"),
          .verbose=TRUE ) %dopar% {
    group<-c("preg_AI","preg_AI","preg_AI","preg_bull","preg_bull",
             "preg_bull","preg_AI","preg_AI","preg_bull","preg_bull",
             "preg_AI")
    group<-group[permutation_matrix[j,]]
    group<-factor(group, levels=c("preg_AI","preg_bull"))
    design <- model.matrix(~group)
    dds<-DGEList(count=count_unfiltered_stationA, group=group)
    keep<-rowSums(cpm(dds)>1) >=6
    dds<-dds[keep, , keep.lib.sizes=FALSE]
    dds<-estimateDisp(dds, design, robust=TRUE)
    dds <- glmFit(dds, design)
    dds <- glmLRT(dds)
    #topTags(dds,n=Inf)$table$PValue

    length(which(topTags(dds,n=Inf)$table$PValue <= i))
  }

stopCluster(cl)

total.rand <- rand * dim(count_pwbc_pairend1)[1]

qvalue<-data.frame(raw.pvalue = sequence.pvalue,
                   e.pvalue.edgeR= (rowSums(results[,]+1))/(total.rand+1),
                   e.pvalue.edgeR.round= round((rowSums(results[,]+1))/(total.rand+1)
                                                ,4))

rm(results)
system("rm incidence_matrix.bin")
system("rm incidence_matrix.desc")

#calculate eFDR for DESeq2

results.rand <- filebacked.big.matrix(length(sequence.pvalue),rand, type="double",
                                       init=0, separated=FALSE,

```

```

                                backingfile="incidence_matrix.bin",
                                descriptor="incidence_matrix.desc")
mdesc_result<- describe(results.rand)

cl <- makeCluster(10)
registerDoParallel(cl)

results.rand[,]<-foreach(i = sequence.pvalue, .combine='rbind', .inorder=TRUE,
                        .packages=c("DESeq2","bigmemory"), .verbose=TRUE) %:%

foreach(j = 1:rand, .combine='cbind', .inorder=FALSE,.packages=c("DESeq2","bigmemory"),
        .verbose=TRUE ) %dopar% {

  group<-c("preg_AI","preg_AI","preg_AI","preg_bull","preg_bull",
           "preg_bull","preg_AI","preg_AI","preg_bull","preg_bull",
           "preg_AI")
  group<-group[permutation_matrix[j,]]
  group<-factor(group, levels=c("preg_AI","preg_bull"))
  design <- model.matrix(~group)
  rownames(colData)<-colnames(count_unfiltered_stationA)
  count_filtered_stationA<-count_unfiltered_stationA[keep,]
  dds<-DESeqDataSetFromMatrix(countData=count_filtered_stationA, colData=colData,
                              design= ~group)

  dds <- DESeq(dds)
  stationA_res_preg_bull_preg_AI_DESeq <- results(dds,
                                                contrast=c("group","preg_bull" ,"preg_AI"),
                                                pAdjustMethod="none", tidy=TRUE)

  length(which(stationA_res_preg_bull_preg_AI_DESeq$pvalue <= i))
}

stopCluster(cl)

total.rand <- rand * dim(count_pwbc_pairend1)[1]

qvalue2<-data.frame(raw.pvalue = sequence.pvalue,
                    e.pvalue.DESEQ2= (rowSums(results.rand[,]+1))/(total.rand+1),
                    e.pvalue.DESEQ2.round= round((rowSums(results.rand[,]+1))/(total.rand+1),
                                                    4))

qvalue3<-cbind(qvalue,qvalue2)

rm(results.rand)
system("rm incidence_matrix.bin")
system("rm incidence_matrix.desc")

write.table(qvalue3, file="2017_08_19_empirical_FDR_stationA.txt",
            quote=FALSE, sep="\t", row.names=FALSE)

```

## DEGs for STATION B

### Load count data

```
count_unfiltered_stationB<-
  read.delim('2017_09_07_count_station_B.txt.bz2',row.names=1,header =TRUE,
             stringsAsFactors =FALSE)
```

### Analyze the data using the edgeR package

```
rm(group,design,keep)
group<-factor(c("preg_AI","not_preg","not_preg","not_preg","preg_AI","preg_AI",
               "preg_AI","preg_AI","not_preg","preg_AI","not_preg","not_preg"),
             levels=c("preg_AI","not_preg"))
design <- model.matrix(~group)
dds<-DGEList(count=count_unfiltered_stationB, group=group)
keep<-rowSums(cpm(dds)>1) >=6
dds<-dds[keep, keep.lib.sizes=FALSE]
dds<-estimateDisp(dds, design, robust=TRUE)
dds <- glmFit(dds, design)
dds <- glmLRT(dds)
stationB_res_not_preg_preg_AI_edgeR<-topTags(dds,adjust.method="none",n=Inf)$table
```

### Analyze the data using the DESeq2 package

```
group<-factor(c("preg_AI","not_preg","not_preg","not_preg","preg_AI","preg_AI",
               "preg_AI","preg_AI","not_preg","preg_AI","not_preg","not_preg"),
```

```

        levels=c("preg_AI", "not_preg"))
design <- model.matrix(~group)
colData<-data.frame("group"=group)
rownames(colData)<-colnames(count_unfiltered_stationB)
count_filtered_stationB<-count_unfiltered_stationB[keep,]
dds<-DESeqDataSetFromMatrix(countData=count_filtered_stationB,
                             colData=colData, design= ~group)

dds <- DESeq(dds)
stationB_res_not_preg_preg_AI_DESeq <- results(dds, contrast=c("group", "not_preg" , "preg_AI"),
                                                pAdjustMethod="none", tidy=TRUE)

stationB_res_not_preg_preg_AI_DESeq<-
  stationB_res_not_preg_preg_AI_DESeq[with(stationB_res_not_preg_preg_AI_DESeq, order(pvalue)), ]

```

Merge the results obtained from edgeR.

```

stationB_merged_res_not_preg_preg_AI<-
  merge(stationB_res_not_preg_preg_AI_edgeR, stationB_res_not_preg_preg_AI_DESeq,
        by.x="row.names", by.y="row")

```

We inferred that a gene was differentially expressed if the nominal P value was lower or equal than 0.01 in the result obtained from both packages.

```

stationB_merged_res_not_preg_preg_AI_sig<-
  stationB_merged_res_not_preg_preg_AI[(stationB_merged_res_not_preg_preg_AI$PValue <=0.01 &
                                         stationB_merged_res_not_preg_preg_AI$pvalue <=0.01),]

```

## Annotate the DEGs

```

annotation_ensembl_biomart<-getBM(attributes = c("ensembl_gene_id","hgnc_symbol",
        "external_gene_name", "gene_biotype",
        "description"), filters = "ensembl_gene_id",
        values = unique(stationB_merged_res_not_preg_preg_AI_sig$Row.names),
        mart = mart_bov)

stationB_merged_res_not_preg_preg_AI_sig_annotated<-
  merge(stationB_merged_res_not_preg_preg_AI_sig,annotation_ensembl_biomart, by.x="Row.names",
        by.y="ensembl_gene_id")

```

## Calculating the eFDR

The calculation of the empirical FDR (eFDR) follows the principles and formula presented by Storey and Tibshirani (2003) PNAS, with a modification described in Sham and Purcell (2014) Nature Reviews Genetics.

The following code chunk was prepared for a multicore computer, and was not run here. Instead we upload the files and build figures produced from the files used for the paper.

```

permutation_matrix<-matrix(nrow=200000,ncol=12)

for (i in seq(1:200000)){
  sampling <- sample(1:12,12, replace = FALSE)
  if ( ! identical(sampling , c(1:12))){
    permutation_matrix[i,]<-sample(1:12,12, replace = FALSE)
  }}

permutation_matrix<-permutation_matrix[!duplicated(permutation_matrix),]
permutation_matrix<-permutation_matrix[sample(1:199963 , 10000),]
rand<-dim(permutation_matrix)[1]
sequence.pvalue<-seq(0.005, 0.05, 0.005)

results <- filebacked.big.matrix(length(sequence.pvalue),rand, type="double",
        init=0, separated=FALSE,
        backingfile="incidence_matrix.bin",
        descriptor="incidence_matrix.desc")
mdesc_result<- describe(results)

#calculate eFDR for edger

cl <- makeCluster(10)
registerDoParallel(cl)

results[,]<-foreach(i = sequence.pvalue, .combine='rbind', .inorder=TRUE,

```

```

        .packages=c("edgeR","bigmemory"), .verbose=TRUE) %:~
foreach(j = 1:rand, .combine='cbind', .inorder=FALSE,.packages=c("edgeR","bigmemory"),
        .verbose=TRUE ) %dopar% {
  group<-factor(c("preg_AI","not_preg","not_preg","not_preg","preg_AI","preg_AI",
    "preg_AI","preg_AI","not_preg","preg_AI","not_preg","not_preg"),
    levels=c("preg_AI","not_preg"))
  group<-group[permutation_matrix[j,]]
  group<-factor(group, levels=c("preg_AI","not_preg"))
  design <- model.matrix(~group)

  dds<-DGEList(count=count_unfiltered_stationA, group=group)
  keep<-rowSums(cpm(dds)>1) >=6
  dds<-dds[keep, keep.lib.sizes=FALSE]
  dds<-estimateDisp(dds, design, robust=TRUE)
  dds <- glmFit(dds, design)
  dds <- glmLRT(dds)
  length(which(topTags(dds,n=Inf)$table$PValue <= i))
}

stopCluster(cl)

total.rand <- rand * dim(count_pwbc_paired1)[1]

qvalue<-data.frame(raw.pvalue = sequence.pvalue,
  e.pvalue.edgeR= (rowSums(results[,]+1))/(total.rand+1),
  e.pvalue.edgeR.round= round((rowSums(results[,]+1))/(total.rand+1),
    4))

rm(results)
system("rm incidence_matrix.bin")
system("rm incidence_matrix.desc")

#calculate eFDR for DESeq2

results.rand <- filebacked.big.matrix(length(sequence.pvalue),rand, type="double", init=0,
  separated=FALSE,
  backingfile="incidence_matrix.bin",
  descriptor="incidence_matrix.desc")
mdesc_result<- describe(results.rand)

cl <- makeCluster(10)
registerDoParallel(cl)

results.rand[,]<-foreach(i = sequence.pvalue, .combine='rbind', .inorder=TRUE,
  .packages=c("DESeq2","bigmemory"), .verbose=TRUE) %:~

foreach(j = 1:rand, .combine='cbind', .inorder=FALSE,.packages=c("DESeq2","bigmemory"),
  .verbose=TRUE ) %dopar% {

  group<-factor(c("preg_AI","not_preg","not_preg","not_preg","preg_AI","preg_AI","preg_AI",
    "preg_AI","not_preg","preg_AI","not_preg","not_preg"),
    levels=c("preg_AI","not_preg"))

```

```

group<-group[permutation_matrix[j,]]
group<-factor(group, levels=c("preg_AI", "not_preg"))
design <- model.matrix(~group)

rownames(colData)<-colnames(count_unfiltered_stationA)
count_filtered_stationA<-count_unfiltered_stationA[keep,]
dds<-DESeqDataSetFromMatrix(countData=count_filtered_stationA, colData=colData, design= ~group)
dds <- DESeq(dds)
stationA_res_preg_bull_preg_AI_DESeq <- results(dds, contrast=c("group", "not_preg" , "preg_AI"),
                                              pAdjustMethod="none", tidy=TRUE)

length(which(stationA_res_preg_bull_preg_AI_DESeq$pvalue <= i))
}

stopCluster(cl)

total.rand <- rand * dim(count_pwbc_pairend1)[1]

qvalue2<-data.frame(raw.pvalue = sequence.pvalue,
                    e.pvalue.DESEQ2= (rowSums(results.rand[,+1]))/(total.rand+1),
                    e.pvalue.DESEQ2.round= round((rowSums(results.rand[,+1]))/(total.rand+1)
                    ,4))

qvalue3<-cbind(qvalue,qvalue2)

rm(results.rand)
system("rm incidence_matrix.bin")
system("rm incidence_matrix.desc")

write.table(qvalue3, file="2017_08_19_empirical_FDR_stationB.txt", quote=FALSE, sep="\t",
            row.names=FALSE)

```

Load the files with the results from the calculation of the empirical FDR to create the charts presented on Supplementary figure 1

```

eFDR_stationA<-read.delim('2017_08_19_empirical_FDR_stationA.txt.bz2',
                          row.names=1,header =TRUE,
                          stringsAsFactors =FALSE)
eFDR_stationB<-read.delim('2017_08_19_empirical_FDR_stationB.txt.bz2',
                          row.names=1,header =TRUE,
                          stringsAsFactors =FALSE)

plot1<-ggplot()+
  geom_point(data=eFDR_stationA, aes(x=e.pvalue.edgeR , y=raw.pvalue.1),
            color="black", size=1, shape=16)+
  geom_line(data=eFDR_stationA, aes(x=e.pvalue.edgeR , y=raw.pvalue.1),
            color="black", size=0.1, linetype=3)+
  geom_point(data=eFDR_stationA, aes(x=e.pvalue.DESEQ2 , y=raw.pvalue.1),
  geom_line(data=eFDR_stationA, aes(x=e.pvalue.DESEQ2 , y=raw.pvalue.1),
            color="black", size=0.1, linetype=3)+
  scale_y_continuous(name="nominal P", limits = c(0, 0.05), breaks=seq(0,0.05, 0.005))+
  scale_x_continuous(name="empirical eFDR", limits = c(0, 0.09), breaks=seq(0,0.09, 0.01))+
  ggtitle("Station A")+
  theme_bw()+

```

```

theme(panel.grid= element_blank(),
      panel.background = element_blank(),
      panel.grid.minor = element_blank(),
      panel.grid.major = element_line(),
      plot.background = element_blank(),
      axis.title=element_text(color="black", size=8),
      axis.text=element_text(color="black", size=8),
      panel.spacing = unit(c(0.4,0.4,0.4,0.4),"cm"),
      plot.margin = unit(c(0.5,0.5,0.5,0.5),"cm"),
      legend.position="none",
      plot.title = element_text(lineheight=.8, hjust=0.5))

plot2<-ggplot()+
  geom_point(data=eFDR_stationB, aes(x=e.pvalue.edgeR , y=raw.pvalue.1),
            color="black", size=1, shape=16)+
  geom_line(data=eFDR_stationB, aes(x=e.pvalue.edgeR , y=raw.pvalue.1),
            color="black", size=0.1,linetype=3)+
  geom_point(data=eFDR_stationB, aes(x=e.pvalue.DESEQ2 , y=raw.pvalue.1),
  geom_line(data=eFDR_stationB, aes(x=e.pvalue.DESEQ2 , y=raw.pvalue.1),
            color="black", size=0.1,linetype=3)+
  scale_y_continuous(name="nominal P", limits = c(0, 0.05), breaks=seq(0,0.05, 0.005))+
  scale_x_continuous(name="empirical eFDR", limits = c(0, 0.09), breaks=seq(0,0.09, 0.01))+
  ggtitle("Station B")+
  theme_bw()+
  theme(panel.grid= element_blank(),
        panel.background = element_blank(),
        panel.grid.minor = element_blank(),
        panel.grid.major = element_line(),
        plot.background = element_blank(),
        axis.title=element_text(color="black", size=8),
        axis.text=element_text(color="black", size=8),
        panel.spacing = unit(c(0.4,0.4,0.4,0.4),"cm"),
        plot.margin = unit(c(0.5,0.5,0.5,0.5),"cm"),
        legend.position="none",
        plot.title = element_text(lineheight=.8, hjust=0.5))

multiplot(plot1,plot2, cols = 2)

```

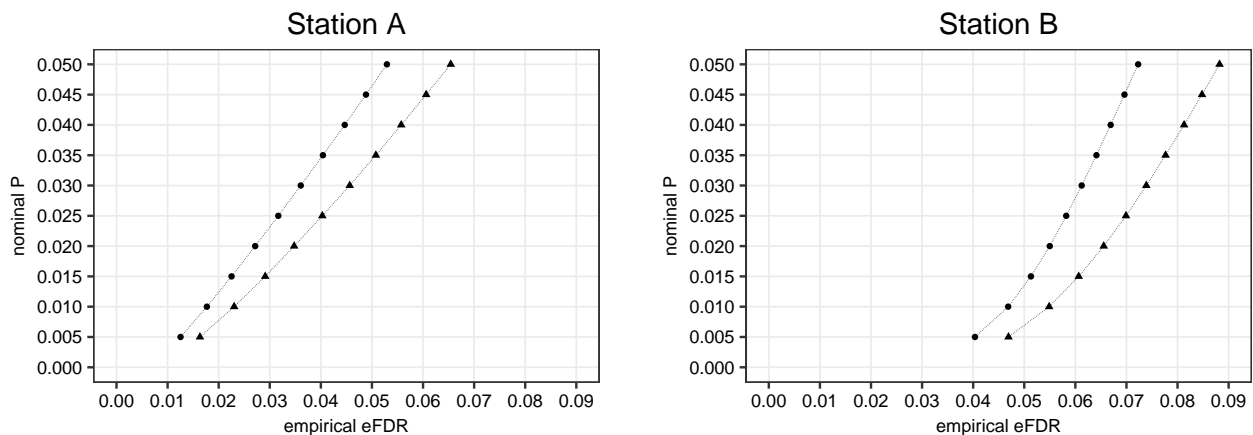

Results from edgeR were plotted with dots and DESeq2 were plotted with triangles

## Pannel Figure 2

Fig 2a

```
station_A<-rownames(count_filtered_stationA)
station_B<-rownames(count_filtered_stationB)

Number of genes expressed in station A
length(station_A)

## [1] 12128

Number of genes expressed in station B
length(station_B)

## [1] 10832

Number of genes expressed in all samples
length(unique(c(station_A,station_B)))

## [1] 12538

ven_diagramm<-venn.diagram(list("station A" = station_A, "station B" = station_B),
                             filename=NULL, euler.d=FALSE,scaled = FALSE,height = 700, width = 700,
                             cat.cex=c(1,1),cex=1, cat.pos=c(3,3),
                             cat.dist=c(0.1,0.1), hyper.test = FALSE)

grid.draw(ven_diagramm)
```

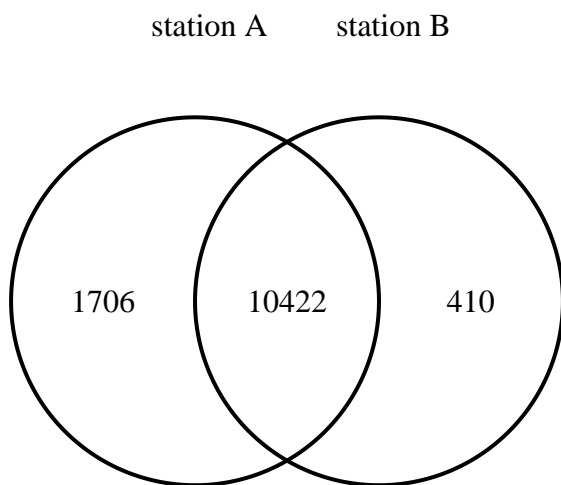

Fig 2b,c

```
stationA_merged_res_preg_bull_preg_AI$sig<-
  ifelse((stationA_merged_res_preg_bull_preg_AI$PValue <=0.01 &
          stationA_merged_res_preg_bull_preg_AI$pvalue <=0.01), "sig", "not_sig")
```

```

stationA_merged_res_preg_bull_preg_AI_notsignificant<-
  stationA_merged_res_preg_bull_preg_AI[stationA_merged_res_preg_bull_preg_AI$sig=="not_sig",]
stationA_merged_res_preg_bull_preg_AI_significant<-
  stationA_merged_res_preg_bull_preg_AI[stationA_merged_res_preg_bull_preg_AI$sig=="sig",]

stationB_merged_res_not_preg_preg_AI$sig<-
  ifelse((stationB_merged_res_not_preg_preg_AI$PValue <=0.01 &
    stationB_merged_res_not_preg_preg_AI$pvalue <=0.01), "sig", "not_sig")
stationB_merged_res_not_preg_preg_AI_notsignificant<-
  stationB_merged_res_not_preg_preg_AI[stationB_merged_res_not_preg_preg_AI$sig=="not_sig",]
stationB_merged_res_not_preg_preg_AI_significant<-
  stationB_merged_res_not_preg_preg_AI[stationB_merged_res_not_preg_preg_AI$sig=="sig",]

plot1<-ggplot()+
  geom_hline(yintercept = 0, color="grey")+
  geom_vline(xintercept = 0, color="grey")+
  geom_point(data=stationA_merged_res_preg_bull_preg_AI_notsignificant,
    aes(x=logFC , y=log2FoldChange), color="black", size=1, shape=16, alpha=0.8)+
  geom_point(data=stationA_merged_res_preg_bull_preg_AI_significant,
    aes(x=logFC , y=log2FoldChange), fill="gray",color="red",size=2, shape = 21)+
  scale_y_continuous(name="DESeq2 \n Log2[FC(Pregnant NB/Pregnant AI)]", limits = c(-4.2, 4.2))+
  scale_x_continuous(name="Log2[FC(Pregnant NB/Pregnant AI)] \n edgeR", limits = c(-4.2, 4.2))+
  ggtitle("Station A")+
  theme_bw()+
  theme(panel.grid= element_blank(),
    panel.background = element_blank(),
    panel.grid.minor = element_blank(),
    panel.grid.major = element_blank(),
    plot.background = element_blank(),
    aspect.ratio =1,
    axis.title=element_text(color="black", size=10),
    axis.text=element_text(color="black", size=14),
    panel.spacing = unit(c(0.4,0.4,0.4,0.4),"cm"),
    plot.margin = unit(c(0.5,0.5,0.5,0.5),"cm"),
    legend.position="none",
    plot.title = element_text(lineheight=.8, hjust=0.5))

plot2<-ggplot()+
  geom_hline(yintercept = 0, color="grey")+
  geom_vline(xintercept = 0, color="grey")+
  geom_point(data=stationB_merged_res_not_preg_preg_AI_notsignificant,
    aes(x=logFC , y=log2FoldChange), color="black", size=1, shape=16, alpha=0.8)+
  geom_point(data=stationB_merged_res_not_preg_preg_AI_significant,
    aes(x=logFC , y=log2FoldChange), fill="gray",color="red",size=2, shape = 21)+
  scale_y_continuous(name="DESeq2 \n Log2[FC(Not Pregnant/Pregnant AI)]", limits = c(-4, 4))+
  scale_x_continuous(name="Log2[FC(Not Pregnant/Pregnant AI)] \n edgeR", limits = c(-4, 4))+
  theme_bw()+
  ggtitle("Station B")+
  theme(panel.grid= element_blank(),
    panel.background = element_blank(),
    panel.grid.minor = element_blank(),
    panel.grid.major = element_blank(),
    plot.background = element_blank(),
    aspect.ratio =1,

```

```

axis.title=element_text(color="black", size=10),
axis.text=element_text(color="black", size=14),
panel.spacing = unit(c(0.4,0.4,0.4,0.4),"cm"),
plot.margin = unit(c(0.5,0.5,0.5,0.5),"cm"),
legend.position="none",
plot.title = element_text(lineheight=.8, hjust=0.5)
)

```

```

multiplot(plot1,plot2, cols = 2)

```

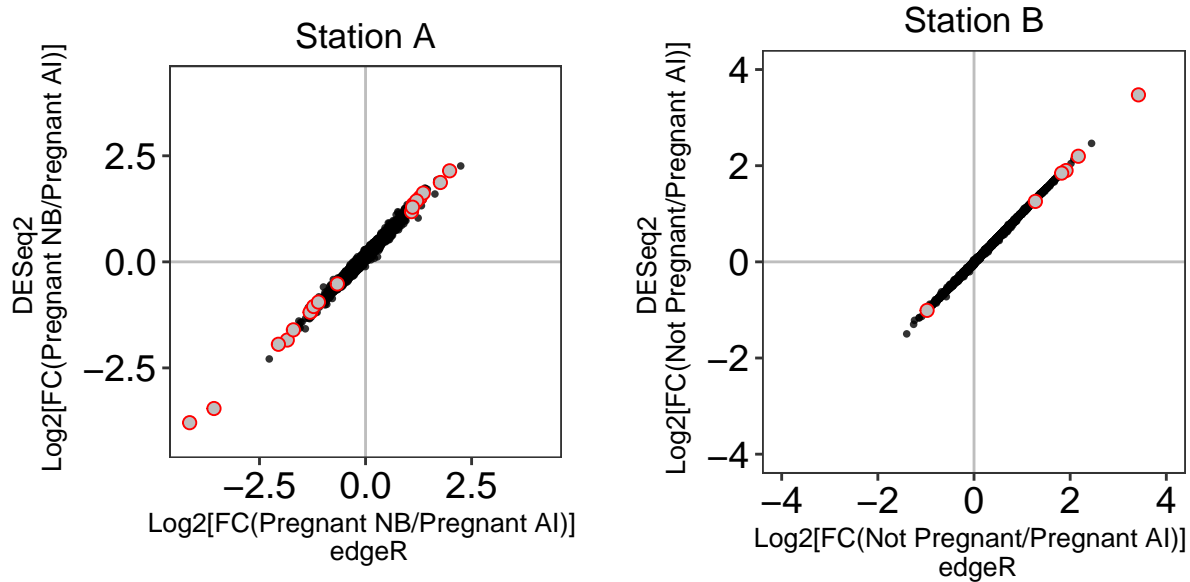

**Fig 2d,e**

All the DEGs were plot together to improve the charts' aesthetics. For the paper we split them into Fig 2d and Fig 2e.

```

#Station A
group<-factor(c("preg_AI", "preg_AI", "preg_AI", "preg_bull", "preg_bull", "preg_bull",
               "preg_AI", "preg_AI", "preg_bull", "preg_bull", "preg_AI"),
             levels=c("preg_AI", "preg_bull"))
dds<-DGEList(count=count_unfiltered_stationA, group=group)
keep<-rowSums(cpm(dds)>1) >=6
dds<-dds[keep, keep.lib.sizes=FALSE]
counts_per_million_stationA<-cpm(dds)

stationA_merged_res_preg_bull_preg_AI_sig_annotated_CPM<-
  merge(stationA_merged_res_preg_bull_preg_AI_sig_annotated, counts_per_million_stationA,
        by.x="Row.names", by.y="row.names", all.x=TRUE, all.y=FALSE)

data_chart2<-data.frame()
for (i in seq(1,dim(stationA_merged_res_preg_bull_preg_AI_sig_annotated_CPM)[1],1)){
  geneID<-rep(stationA_merged_res_preg_bull_preg_AI_sig_annotated_CPM[i,1],1)
  cpm<-stationA_merged_res_preg_bull_preg_AI_sig_annotated_CPM[i,c(16:26)]
  data_chart<-data.frame(cbind(geneID, t(cpm)[,1]), stringsAsFactors=FALSE)
}

```

```

data_chart$chart<-i
data_chart$shape<-c(0:10)
colnames(data_chart)<-c("geneID", "cpm", "chart", "shape")
data_chart2<-rbind(data_chart2,data_chart)
}

data_chart2$cpm<-as.numeric(data_chart2$cpm)

data_chart2$group<-rep(group,18)

annotation_ensembl_biomart<-getBM(attributes = c("ensembl_gene_id","external_gene_name"),
  filters = "ensembl_gene_id",
  values = unique(data_chart2$geneID), mart = mart_bov)

annotation_ensembl_biomart$external_gene_name<-
  ifelse(annotation_ensembl_biomart$external_gene_name == '',
    annotation_ensembl_biomart$ensembl_gene_id,
    annotation_ensembl_biomart$external_gene_name )

data_chart2<-merge(data_chart2, annotation_ensembl_biomart, by.x="geneID", by.y="ensembl_gene_id")

data_chart2$external_gene_name[data_chart2$geneID=='ENSBTAG00000021077']<-'BOLA-DQB'
data_chart2$external_gene_name[data_chart2$geneID=='ENSBTAG00000045492']<-'ANG'
data_chart2$external_gene_name[data_chart2$geneID=='ENSBTAG00000047764']<-'LOC107131247'
data_chart2$external_gene_name[data_chart2$geneID=='ENSBTAG00000035868']<-'SIGLEC14'
data_chart2$external_gene_name[data_chart2$geneID=='ENSBTAG00000040580']<-'LOC618633'
data_chart2$external_gene_name[data_chart2$geneID=='ENSBTAG00000022715']<-'DMBT1'

data_chart2$external_gene_name<-factor(data_chart2$external_gene_name,
  levels=c(sort(unique(data_chart2$external_gene_name))))

data_chart2_stationA<-data_chart2

rm(data_chart2,group)

#Station B

group<-factor(c("preg_AI","not_preg","not_preg","not_preg","preg_AI","preg_AI",
  "preg_AI","preg_AI","not_preg","preg_AI","not_preg","not_preg"),
  levels=c("preg_AI","not_preg"))
dds<-DGEList(count=count_unfiltered_stationB, group=group)
keep<-rowSums(cpm(dds)>1) >=6
dds<-dds[keep , keep.lib.sizes=FALSE]
counts_per_million_stationB<-cpm(dds)

stationB_merged_res_not_preg_preg_AI_sig_annotated_CPM<-
  merge(stationB_merged_res_not_preg_preg_AI_sig_annotated,counts_per_million_stationB,
    by.x="Row.names", by.y="row.names", all.x=TRUE,all.y=FALSE)

data_chart2<-data.frame()
for (i in seq(1,dim(stationB_merged_res_not_preg_preg_AI_sig_annotated_CPM)[1],1)){
  geneID<-rep(stationB_merged_res_not_preg_preg_AI_sig_annotated_CPM[i,1],1)
  cpm<-stationB_merged_res_not_preg_preg_AI_sig_annotated_CPM[i,c(16:27)]
  data_chart<-data.frame(cbind(geneID, t(cpm)[,1]),stringsAsFactors=FALSE)

```

```

data_chart$chart<-i
data_chart$shape<-c(0:10,12)
colnames(data_chart)<-c("geneID", "cpm", "chart", "shape")
data_chart2<-rbind(data_chart2,data_chart)
}

data_chart2$cpm<-as.numeric(data_chart2$cpm)

data_chart2$group<-rep(group,6)

annotation_ensembl_biomart<-getBM(attributes = c("ensembl_gene_id","external_gene_name"),
  filters = "ensembl_gene_id",
  values = unique(data_chart2$geneID), mart = mart_bov)

annotation_ensembl_biomart$external_gene_name<-
  ifelse(annotation_ensembl_biomart$external_gene_name == '',
    annotation_ensembl_biomart$ensembl_gene_id,
    annotation_ensembl_biomart$external_gene_name )

data_chart2<-merge(data_chart2, annotation_ensembl_biomart, by.x="geneID", by.y="ensembl_gene_id")

data_chart2$external_gene_name[data_chart2$external_gene_name=="ENSBTAG00000001308"]<-"LOC522763"

data_chart2$external_gene_name<-factor(data_chart2$external_gene_name,
  levels=c(sort(unique(data_chart2$external_gene_name))))

data_chart2_stationB<-data_chart2

data_chart_joint<-rbind(data_chart2_stationA,data_chart2_stationB)

ggplot(data=data_chart_joint, aes(x=group , y=cpm, colour=group))+
  geom_jitter(position = position_jitter(width = .3, height=0), size=2,
    shape=as.factor(data_chart_joint$shape))+
  scale_x_discrete("",labels=c("preg_AI"="Pregnant AI", "preg_bull"="Pregnant NB", "not_preg"="Not Pregnant"),
  scale_colour_manual(name=NULL, values = c("blue", "darkgreen","red"))+
  stat_summary(fun.y = median, fun.ymin = median, fun.ymax = median,
    colour = "gray", size = 0.3, geom = "crossbar", alpha=0.5)+
  scale_y_continuous("CPM")+
  facet_wrap(~ external_gene_name , scales="free_y", nrow=3, ncol=9)+
  theme_bw()+
  theme(panel.grid= element_blank(),
    panel.background = element_blank(),
    panel.grid.minor = element_blank(),
    panel.grid.major = element_blank(),
    plot.background = element_blank(),
    strip.background = element_rect(fill = "white"),
    strip.text.x = element_text(colour = 'black', face="italic",size = 9),
    legend.text = element_text( colour = 'black', size = 10 ),
    axis.text.x = element_blank(),
    axis.text.y = element_text( colour = 'black', size = 10 ),
    legend.key.size = unit(0.9,"cm"),
    legend.position="none",
    axis.ticks.x = element_blank())

```

)

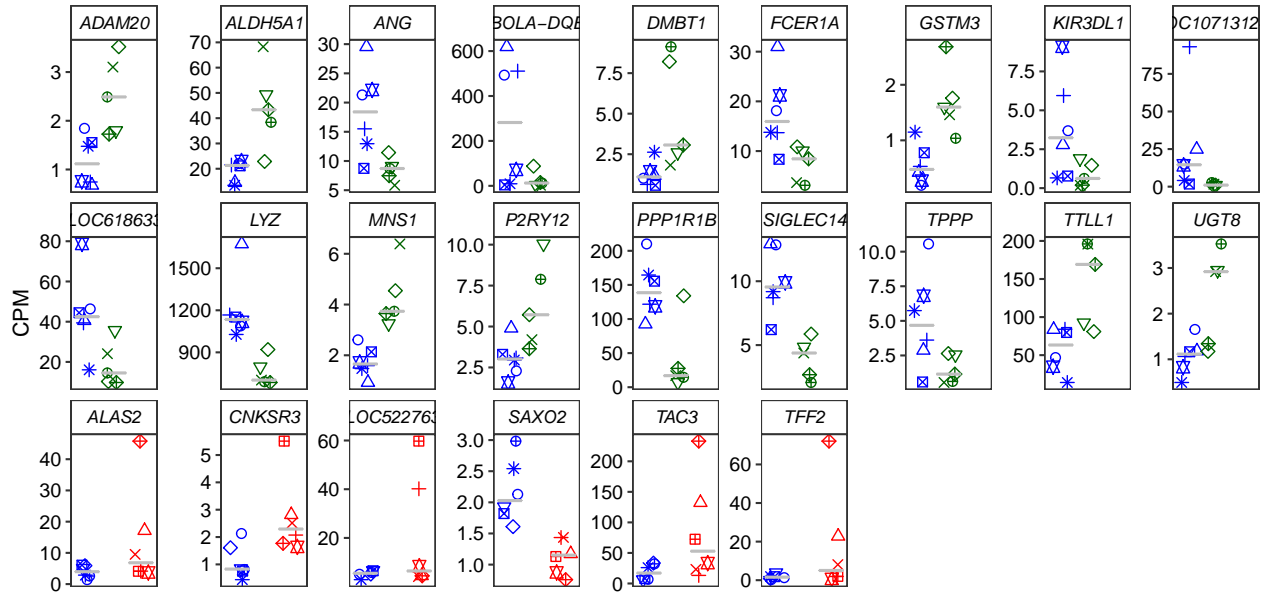

## TSP for STATION A

Load the filtered FPKM data

```
FPKM_stationA<-read.delim('2017_09_07_FPKM_filtered_station_A.txt.bz2',
                           row.names=1,header =TRUE,stringsAsFactors =FALSE)
```

Calculate the top scoring pairs (TSPs).

```
group<-c("preg_AI","preg_AI","preg_AI","preg_bull","preg_bull",
         "preg_bull","preg_AI","preg_AI","preg_bull","preg_bull",
         "preg_AI")
tsp_stationA <- tspcalc(as.matrix(FPKM_stationA),group)
#out <- tpsig(as.matrix(FPKM_stationA),group,B=5000,seed=12355)
# did not run the calculation for p-value because it takes hours to complete
```

## TSP for STATION B

### Load the filtered FPKM data

How the deposited data were processed for this re-analysis (not part of the article)

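PWBC of 23 heifers from 2 experimental stations were analysed, 11 from station A (6 AI-pregnant and 5 NB-pregnant) and 12 from station B (6 AI-pregnant and 6 non-pregnant). Each heifer is an independent replicate with 1 library. The authors aligned read pairs to the bovine genome, removed duplicates and pairs that aligned to several places, and counted the remaining pairs on Ensembl genes. They supplied for each station a table of counts for 24616 genes, a table of the counts of retained genes and a table of FPKM. The counts are whole numbers without normalization. The FPKM values were made by the authors, who divided the counts of the retained genes by gene length and by the library total before deposit, without a log transformation. The retained genes were checked to be exactly those with more than 1 CPM in 6 or more libraries of the station, 12128 in station A and 10832 in station B. FPKM were checked to follow from the counts, with 1 length per gene. Total counts per library were 4826003 to 20434401, so a value of 1 CPM rests on about 5 to 20 read pairs, and genes near the filter carry large counting error.

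The rule of the paper was applied to each station apart: edgeR without normalization factors (robust dispersion, likelihood ratio test), DESeq2 with its size factors (Wald test), and a call where the unadjusted P was 0.01 or less in both. Log2 fold changes are those of edgeR, relative to AI-pregnant heifers, and the standard error is the size of the log2 fold change over the square root of the likelihood ratio statistic. The test beside it was edgeR's quasi-likelihood test with TMM factors and Benjamini-Hochberg adjustment at 0.05 over all genes tested. All these tests take heifers as the replicates. CPM of named genes were compared with two-sided exact permutation tests of the difference in mean log2(CPM + 1), whereas the printed means and SDs are of untransformed CPM. Named genes are those of Tables 1 and 2 and of the qPCR table, the genes of the top scoring pairs that the paper names, and in each station the 2 genes with the smallest quasi-likelihood P in each direction that are in neither table. Of the last, those higher in NB-pregnant heifers were ENSBTAG00000018942 (log2 fold change 0.76) and ENSBTAG00000005586 (0.77), and those lower ENSBTAG00000011518 (-1.33) and ENSBTAG00000025424 (-0.87). In station B, ENSBTAG00000021151 (0.86) and ENSBTAG00000046273 (1.05) were higher in non-pregnant heifers, and ENSBTAG00000034871 (-0.91) and ENSBTAG00000010954 (-0.98) lower.

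Top scoring pairs were computed on FPKM with strict inequality, and pairs of the same score were ordered by their rank difference. The top 20 pairs were clustered on log2(FPKM + 1) differences by average linkage on Euclidean distances, with 5000 bootstrap resamples of the pairs in place of the software named in the paper. Other splits of the heifers into groups of the same sizes were drawn at random, 100 per station with the pregnancy outcome included, and for the gene pairs all 462 splits were also counted. Principal components were computed on log2 CPM of the retained genes, with a prior count of 2.

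The methods were tested on simulated counts with 200 genes changed 4-fold at the dispersion of each station. The rule of the paper called 190 of them in station A and 150 in station B, and also 102 and 81 unchanged genes. The quasi-likelihood test called 167 and 55 of them, and 3 and 4 unchanged genes. The simulated genes were independent, with the same dispersion for every gene of a station and without the first principal component of the real counts. Under other splits of the real heifers the rule of the paper called a median of 16 genes in station A and 11 in station B. The simulated numbers therefore do not stand for those to be expected in the real counts.

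Alternatives were TMM factors, each algorithm alone, adjusted p values, no filter or a stricter filter on low counts, each heifer left out, the first principal component as a covariate, CPM in place of FPKM, a minimum gap or a minimum FPKM for gene pairs, and other settings of the clustering. Added after the data had been seen were leaving aside 3 libraries of station B, leaving aside SL253808 with the covariate, adjusted p values in both algorithms with the covariate or with a heifer left out, DESeq2 and the covariate for the share of genes under other splits, another count of ties, and the supplement's RNA-seq fold changes. Cell type markers were not analysed, because no gene of the table of gene names matched the Ensembl identifiers of the counts by its identifier. Enrichment of gene ontology terms and the phenotypes of the heifers were not analysed here. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.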

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

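The tests in this part, and the limits used to read them, were written down after the results had been seen. A heifer was singled out when its gap to the nearest other heifer of its group was a large part of the range of the group. Among 68 groups of 5 or 6 heifers 12 had such a heifer, where chance gives 3.4 for independent groups of normal values. The genes were chosen on these heifers and CPM need not be normal, so nothing is concluded from the excess.

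In station B, 3 libraries held counts on genes outside the filter of that station. These genes took 1.76% of the counts of the non-pregnant heifer SL253804, 3.18% of the non-pregnant heifer SL253811 and 2.27% of the AI-pregnant heifer SL253808, against 0.106% to 0.167% in the other 9. SL253808 stood apart from the other AI-pregnant heifers in this share and in the genes retained in station A only, with 1512 above 1 CPM against at most 132. Over the 10422 shared genes, the Spearman correlation of a library with the mean profile of station A was 0.932 for SL253804, 0.940 for SL253808 and 0.956 for SL253811, and 0.48 to 0.62 for the other 9. Sequencing depth is argued against, because thinning every library to the smallest total left at least 1455 of these genes above 1 CPM in the 3 libraries. So is a few genes taking most of the counts: without its 10 largest genes none of the other 9 libraries exceeded 178. Pregnancy outcome is argued against as well, because the other 4 non-pregnant heifers had at most 147. Libraries of station A entered under station B would carry the alignment rates of station A, but the 3 libraries had at least 88.2% of pairs aligned, against at most 86.4% in station A. The rates of the stations overlap, since SL253814 of station B had 86.2%, so alignment alone does not exclude this. The 3 libraries also had the largest shares of uniquely aligned pairs counted on genes in station B. These were 56.6% (SL253804), 51.0% (SL253808) and 55.8% (SL253811), against 33.5% to 48.3% in the other 9. Why the share was higher in them was not tested. A difference in cell composition or blood processing between libraries stays open and was not tested, since the gene identifiers could not be matched to markers.

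TFF2 and ALAS2 were far higher in the non-pregnant heifer SL253811 (72.1 and 45.8 CPM) than in the next heifer (22.8 and 17.1 CPM). SL253811 is among the 3 libraries above. With the first principal component of station B as a covariate, the log2 fold changes of CNKSR3, LOC522763 and SAXO2 changed little, from 1.28 to 1.38, from 1.92 to 1.74 and from -0.98 to -0.92. They stayed at least 2.495 standard errors from 0 in both algorithms, which argues against that component as the whole cause of these changes, although only CNKSR3 kept an unadjusted P of 0.01 or less in both (DESeq2 P 0.00343, and 0.0126 for LOC522763 and 0.0110 for SAXO2). TFF2, TAC3 and ALAS2 kept at most 52.0% of their log2 fold change, which fell from 3.42 to 1.66 for TFF2, from 2.17 to 1.13 for TAC3 and from 1.82 to 0.85 for ALAS2. TFF2 still lay 2.64 (edgeR) and 2.42 (DESeq2) standard errors from 0, TAC3 1.56 and 1.67, and ALAS2 1.77 and 1.89. For these 3 genes the component and the pregnancy outcome cannot be told apart, because their highest values are in SL253811 and SL253804, both of non-pregnant heifers and both at the upper end of the component. The AI-pregnant heifer SL253808 lay there too, with a score of 149.7 against 145.1 for SL253804. AI-pregnant heifers had at most 3.86 CPM of TFF2, 33.4 of TAC3 and 6.06 of ALAS2. That speaks against the component alone, but it rests on a single library and does not decide. CNKSR3 was highest in the non-pregnant heifer SL253814 (5.51 CPM, next heifer 2.82), and no explanation was tested for this high value.

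In station A, LOC107131247 reached 93.0 CPM in the AI-pregnant heifer SL220766 (next heifer 24.8), and BOLA-DQB and PPP1R1B reached 87.5 and 134 CPM in the NB-pregnant heifer SL220768 (next heifers 14.6 and 27.6). A donor variant may make single heifers differ in such genes, and would widen their range in station B too. There 2 of the 3 genes had a spread within groups above that of 95% of genes of like mean: LOC107131247 (percentile 96.6) and PPP1R1B (97.2), but not BOLA-DQB (81.4). This does not decide about a donor variant, because the 3 libraries above widen the range of many genes in station B. Reads shared between related genes were not tested. LYZ was highest in the AI-pregnant heifer SL220765, at 1673 CPM against 1167 in the next, and no explanation was tested.

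The remaining 3 concern libraries. The NB-pregnant heifer SL220769 had 20053283 counts, against at most 6832237 in the other NB-pregnant heifers. The AI-pregnant heifer SL220771 had 1301 of the genes retained in station A only above 1 CPM, against at least 1522 in the others of its group. In the AI-pregnant heifer SL253812 the 10 largest genes took 4.50% of the counts, against at most 3.74%. No explanation was tested for these single libraries.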

How the results depend on the processing

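Most alternatives were set before the data were examined. Chosen after seeing the data were leaving aside SL253804, SL253808 and SL253811 (in 2 results), leaving aside SL253808 with the first principal component as a covariate, adjusted p values in both algorithms with the covariate or with a heifer left out, DESeq2 and the covariate for the share of genes under other splits, the supplement's RNA-seq fold changes for qPCR, and another count of ties in the pairs of station A.

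For the genes called by both algorithms, DESeq2 alone gave 37 genes in station A and 16 in station B, and adjusted p values under 0.05 in both gave 0 in each (edgeR's likelihood ratio test gave 109 and 38 genes with an unadjusted p under 0.05). With the covariate, adjusted p values under 0.05 in both algorithms gave 7 genes in station A and 0 in station B. With a heifer left out they gave 750 genes in station B without SL253808 and 0 in its other fits, and in station A 3 without SL220768, 1 without SL220771, 1 without SL220772 and 0 in the others. No filter on low counts gave 39 genes in station A, where 18410 genes were tested. The first principal component as a covariate gave 124 and 28 genes. Its cause was not tested further than the common dispersion, which the covariate lowered from 0.242 to 0.0439 in station A and from 0.506 to 0.0529 in station B. Leaving aside the 3 libraries gave 11 genes in station B, with 1 of the 6 genes of Table 2 among them. Leaving aside SL253808 with the first principal component as a covariate gave 30. TMM factors gave 26 genes in station A, 15 higher and 11 lower, against 8 and 10 without. Across the fits that each left out a heifer the number ran from 11 to 41 genes in station A, the lowest without SL220774 and the highest without SL220769. In station B it ran from 2 without SL253811 to 1324 without SL253808.

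The quasi-likelihood test gave 0 genes with an adjusted p under 0.05 in both stations, with each heifer left out, with either filter, without factors and with the covariate, beside 101 and 48 genes at an unadjusted p under 0.05. At an unadjusted P of 0.01 it gave 13 and 4 genes. Leaving aside the 3 libraries of station B, a choice made after seeing the data, gave 1 gene with an adjusted p under 0.05, ENSBTAG00000027962, and 7 at an unadjusted P of 0.01 or less. DESeq2 gave 2 genes with an adjusted p under 0.05 in station A, SIGLEC14 and LOC107131247. Of 100 splits of these heifers, the outcome included, 33 gave as many. With the covariate DESeq2 alone gave 7 genes there, and 37 of 100 splits gave as many.

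The correlation of edgeR and DESeq2 fold changes rose to 0.9997 with TMM factors in station A. Both algorithms then scale libraries by factors of the same kind.

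Pairs of score 1 fell to 310 in station A and 6 in station B when a gap of 0.1 was required. In station B there were 144 with CPM and 58 with a minimum FPKM of 1. Leaving out a heifer gave 2256 to 8813 pairs in station A, the most without SL220768, and 121 to 1253 in station B, the most without SL253808. Fewer heifers make a score of 1 easier to reach. The best score over both stations was 0.833, reached by 2 pairs, and 0.818 to 0.917 with a heifer left out. Read in each station alone, the pair ENSBTAG00000010180 and ENSBTAG00000039129 had a score of 1 in station A and 0.667 in station B. The other pair had 0.833 in each. Clustering followed the outcome in 94.2% (station A) and 99.2% (station B) of resamples with complete linkage, and in 73.2% in station A with a pseudocount of 0.1. The cause was not tested.

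Of the 24 genes in Tables 1 and 2, 14 to 23 had a likelihood ratio P of 0.01 or less when a heifer was left out, the lowest without SL220774, with the genes of the other station, which was not fitted again, counted unchanged. In the station of the heifer left out, 8 to 16 of the 18 genes of Table 1 and 2 to 5 of the 6 genes of Table 2 stayed at 0.01 or less. No sign reversed in the 258 fold changes from these fits, and 87 of them had a P above 0.01. With TMM factors 22 of the 24 genes stayed at 0.01 or less, and with the covariate 20. DESeq2 gave 24, which the rule that chose these genes already required. The numbers of genes detected stayed within 1.5 times under the 3 other filters. Spearman's rho with qPCR was 0.886 with TMM factors and with DESeq2 fold changes, as without, and 0.943 with the supplement's RNA-seq fold changes. The mean share of genes at P 0.01 under other splits was 0.0186 in station A and 0.0379 in station B, with standard errors of 0.00715 and 0.00894 over 99 splits. It was 0.0248 and 0.0445 with DESeq2 and 0.0143 and 0.0330 with the quasi-likelihood test. With the covariate it fell to 0.0122 and 0.0110 in edgeR, and to 0.0137 and 0.0136 in DESeq2, while the median in edgeR rose from 0.00173 to 0.00973 in station A and from 0.00102 to 0.00739 in station B.

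GSTM3 and KIR3DL1 were each above 1 CPM in 6 heifers of station A, the fewest that the filter allows, so they passed it in the 5 of the 11 fits that kept all 6. The alternative for cell type markers was not run.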

Differences from the paper's values

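Of 57 values of the paper that were compared, 3 differed. The paper gives a P under 0.0002 for the score of 1 in each station, where 0.0002 is the paper's value. Among all splits of the heifers, the share that gave at least 1 pair with a score of 1 was 1 in station A and 1 in station B, 462 of 462 splits in each. None of the alternatives set before the data were examined closed the gap, since the share was 1 under each. A score of 1 is the highest possible. In the R code supplied with the paper, the randomization behind the P is commented out for both stations, with a remark that it was left out because of its running time.

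Spearman's rho between RNA-seq and qPCR was 0.886 against the paper's 0.94, and the standard deviation of rho over the fits that left out 1 gene was 0.0516. It was 0.886 with TMM factors and with DESeq2 too, so none of the alternatives set before the data were examined closed the gap. With the RNA-seq fold changes of the supplement's qPCR table, used after the values were seen, rho was 0.943. Those differ from the fold changes of the fit by up to 0.17 on the log2 scale.

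Some statements of the paper differ from the values by less. The number of pairs with a score of 1 in station A was 1521 against the paper's 1520, and it was 1520 in a count, chosen after seeing the values, that took a tie within a heifer as the first listed gene not being lower. The paper's number of genes behind the pairs of station B is 10422, whereas the paper's number of ordered pairs follows from 10832 genes. The paper names KIR3DL1 as the gene with the lowest relative abundance in NB-pregnant heifers, but LOC107131247 (-4.15) and BOLA-DQB (-3.57) had lower log2 fold changes than KIR3DL1 (-2.05). The discussion counts the pairs that separate all heifers as the number of their genes, where the results name 2 pairs, as found here. Clusters of the top 20 pairs of station A followed the outcome in 92.0% of resamples, against the paper's 100%, by a different resampling method.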

Other observations

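The tests in this part, and the limits used to read them, were written down after the results had been seen, including those on other splits of the heifers that the design had set.

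Other splits of the same heifers gave results as large as the pregnancy outcome did. In station A, 47 of 100 splits called as many genes by both algorithms as the outcome, which is 1 of the 100, and in station B 82 of 100. For the quasi-likelihood test, 100 of 100 splits gave as many genes with an adjusted p under 0.05, because the outcome gave 0 in both stations (101 genes at an unadjusted p under 0.05 in station A and 48 in station B). With the first principal component as a covariate the numbers were 39 and 87 of 100 splits. As many gene pairs with a score of 1 were found in 40 of 100 splits in station A and 90 in station B. Over both stations 90 of 100 splits of the 23 heifers gave as high a score, and 79 of 100 when heifers were exchanged within stations. In station A the outcome lay above the median of the other splits, with 18 genes called by both algorithms against 16 and 1521 pairs against 1181. In station B it lay below the median, with 6 genes against 11 and 88 pairs against 288. The numbers of genes and pairs found for the outcome are therefore not unusual among those of arbitrary groups of these heifers. This does not show that no gene differs. In station B the number of genes called by a split depended on SL253804, SL253808 and SL253811. The 15 splits with these libraries in 1 group called 1787 to 3546 genes, and the other 85, the outcome among them, called 2 to 90.

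Clusters of the top 20 pairs may follow the outcome because the pairs were chosen on the heifers they cluster. With their own top 20 pairs, 59 of 99 other splits in station A and 58 of 99 in station B also clustered by the split.

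Whether the pairs carry over to heifers left out of their selection was tested in each station. Most of the top 20 pairs placed 3 of 11 left-out heifers of station A and 1 of 12 of station B with their own outcome. Under the other splits the mean was 4.79 heifers in station A and 5.01 in station B by the vote of all pairs, which for the outcome placed 5 and 1. The pairs of station A had a mean signed score of -0.0504 in station B, where 1077 of them could be read, so they did not carry over to the other station.

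Whether the calls carry over to heifers left out was tested with the genes called without each heifer. Most of these genes placed 5 of 11 heifers of station A and 4 of 12 heifers of station B nearer their own group. For SL253808, 2 of 1324 genes did so. Of the 16 genes of Table 1 that were retained in station B, 8 had the same sign there (exact binomial test, two-sided, p = 1), so the changes did not carry over as a set. Of the 5 genes of Table 2 that were retained in station A, 3 had the same sign there, too few to read. The smallest likelihood ratio P among them was 0.0591, for CNKSR3 (log2 fold change 0.64, unadjusted quasi-likelihood P 0.0264). The groups compared differ, since the heifers of station A without an AI pregnancy were pregnant later.

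The first principal component took 75.7% of the variance of log2 CPM in station A and 85.0% in station B. Sequencing depth is argued against as the whole cause, since it took 74.8% and 84.6% after thinning to the smallest total. So are normalization factors, with 71.3% and 85.5% under TMM, a few genes taking most of the counts, with 74.2% and 84.9% without the 10 largest genes of each library, and gene length, with 70.1% and 84.6% after its trend was removed. Pregnancy outcome did not separate the scores (exact permutation test, two-sided, p = 0.511 in station A and 0.478 in station B). In station A AI-pregnant heifers ran from -70.7 to 90.6 and NB-pregnant heifers from -79.3 to 93.9. In station A the libraries with positive scores had the lowest totals, 4826003 to 6105250 counts, against at least 6832237 in the others. Their 10 largest genes took 7.12% to 12.6% of the counts, against at most 4.08% in the others. Of their uniquely aligned pairs 27.6% to 41.5% were counted on genes, against 40.4% to 55.1% in the others. Why the component followed these measures in station A was not tested. Cell composition and blood processing stay open and were not tested.

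The genes called in station B without SL253808 may follow from the first principal component of the 11 libraries left, on which both SL253804 and SL253811 are non-pregnant heifers. With it as a covariate the number fell from 1324 to 30 genes, 10 of them shared with the 1324.

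The groups did not overlap for 17 of 12128 genes in station A (0.140%) and 3 of 10832 in station B (0.0277%). The mean over all 462 splits of a station is 0.433% and 0.216% of genes, but it is raised by a few splits, since the median split had 12 genes in station A and 4 in station B. As many genes as for the outcome were found in 168 and 289 of the 462 splits, so neither number is unusual among splits of these heifers.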
